# Nrf2 overexpression rescues the RPE in mouse models of retinitis pigmentosa

**DOI:** 10.1172/jci.insight.145029

**Published:** 2021-01-25

**Authors:** David M. Wu, Xuke Ji, Maryna V. Ivanchenko, Michelle Chung, Mary Piper, Parimal Rana, Sean K. Wang, Yunlu Xue, Emma West, Sophia R. Zhao, Hongbin Xu, Marcelo Cicconet, Wenjun Xiong, Constance L. Cepko

**Keywords:** Ophthalmology, Gene therapy

## Abstract

Nrf2, a transcription factor that regulates the response to oxidative stress, has been shown to rescue cone photoreceptors and slow vision loss in mouse models of retinal degeneration (rd). The retinal pigment epithelium (RPE) is damaged in these models, but whether it also could be rescued by Nrf2 has not been previously examined. We used an adeno-associated virus (AAV) with an RPE-specific (Best1) promoter to overexpress Nrf2 in the RPE of rd mice. Control rd mice showed disruption of the regular array of the RPE, as well as loss of RPE cells. Cones were lost in circumscribed regions within the cone photoreceptor layer. Overexpression of Nrf2 specifically in the RPE was sufficient to rescue the RPE, as well as the disruptions in the cone photoreceptor layer. Electron microscopy showed compromised apical microvilli in control rd mice but showed preserved microvilli in Best1-Nrf2–treated mice. The rd mice treated with Best1-Nrf2 had slightly better visual acuity. Transcriptome profiling showed that Nrf2 upregulates multiple oxidative defense pathways, reversing declines seen in the glutathione pathway in control rd mice. In summary, Nrf2 overexpression in the RPE preserves RPE morphology and survival in rd mice, and it is a potential therapeutic for diseases involving RPE degeneration, including age-related macular degeneration (AMD).

## Introduction

One of the challenges in understanding retinitis pigmentosa is how mutations leading to the death of a particular cell type then lead to a broader degeneration. Mutations in a rod-specific phosphodiesterase, *Pde6b*, lead to the death of rods (1, 2). Cones, which do not express this phosphodiesterase, die only after the death of the rods. Because this pattern is recapitulated across many other genetic etiologies of retinitis pigmentosa, which similarly harbor mutations in genes expressed only in rods, it seems that the absence of rods leads to cone death (3). A contributing factor to cone death has been proposed to be a hyperoxic environment (4, 5). The retinal pigment epithelium (RPE) and portions of the retina normally experience a high-oxygen environment, which, in RP, is exacerbated by the loss of rods, as rods consume a significant amount of oxygen (6). As rods are lost, oxygen continues to flow into the outer retina from the choriocapillaris, creating a hyperoxic environment that is presumably hostile for the remaining cells. One protective strategy is, thus, to augment the oxidative damage defense systems. Our group recently created an adeno-associated virus (AAV) vector that overexpresses Nrf2, a transcription factor that not only regulates antioxidant defense pathways, but also antiinflammatory and xenobiotic pathways. When tested in mouse models of RP, it led to greater survival of cones and retention of vision in all 3 mouse models of RP that were tested (7). Similarly, reduction in a negative regulatory pathway for Nrf2 led to greater visual system function in an acute oxidative damage model (8), and treatment with antioxidants in a retinal degeneration (rd) model was shown to preserve cones and cone-mediated vision (9). In our previous experiments, a CMV promoter was used to drive Nrf2. As the CMV promoter is strongly expressed in cones as well as the RPE, it was not clear if the benefits were due to expression in cones, in the RPE, or in both cell types. In addition, our previous study did not analyze the effects of this vector on the RPE.

Migration of the RPE into the retina of retinitis pigmentosa patients has long been observed to manifest as bone spicule pigmentation (10). Although less studied, the RPE in mice with *rd* mutations also has been observed to undergo significant morphological changes (11, 12). The significance of these changes to the survival of photoreceptors is unknown. It seems reasonable to assume, given that the RPE and retina have a symbiotic relationship, that RPE stress could contribute to the degeneration of cones (13). We wished to address these points by overexpressing Nrf2 specifically in the RPE and then assessing its ability to protect the RPE, as well as to see what effects this may have on the retina.

## Results

*Nrf2overexpressionintheRPEisnecessaryandsufficienttopreventdegenerationoftheRPE*. The RPE is typically a hexagonal monolayer of epithelial cells located between the retina and the choroid (Figure 1A). The loss of rods in retinitis pigmentosa leads to collateral stress and death in the RPE, visible as a disruption of the regular hexagonal packing, as the surviving cells appear to migrate and/or expand to maintain the integrity of the epithelial layer (11, 14, 15). An example of this can be seen in a flat mount from a P42 *rd1* mouse, in which the regular polygonal geometry of the RPE is replaced with distorted cells of various shapes (Figure 1B).

To test whether overexpression of Nrf2 specifically in the RPE would protect it from the stress of retinal degeneration, an AAV vector that utilizes the human Best1 promoter (16) to selectively express genes only in the RPE was used. RPE flat mounts from a P42 *rd1* mouse that received subretinal injections of AAV-Best1-Nrf2 at P1 in the right eye and a control virus (AAV-hRedO-H2b-GFP) in the left eye were analyzed. The control virus used the human red opsin promoter (hRedO), which is not expressed in the RPE, to drive expression of GFP. There was significant rescue of the regular hexagonal geometry in the RPE layer in the eye receiving AAV-Best1-Nrf2 (Figure 1C), which included a suppression of the loss of RPE cells.

To determine whether overexpression of Nrf2 in the retina leads to a similar preservation of the RPE, we used the hRedO promoter to drive Nrf2 overexpression in the photoreceptor layer. In eyes of P42 *rd1* mice that received P1 subretinal injections of AAV-hRedO-Nrf2, the hexagonal array of the RPE monolayer appeared as disrupted as the control eye injected with AAV-hRedO-H2b-GFP (Figure 1, D and E). Thus, direct overexpression of Nrf2 in the RPE is necessary to preserve its morphology when the adjacent retina degenerates in *rd1* mice.

*Nrf2expressionintheRPEisnecessaryandsufficienttoreducethedisturbanceinthedistributionofrd1conephotoreceptors*. Our previous work showed that an AAV using the CMV promoter to drive robust expression of Nrf2 in cones and the RPE significantly prolonged the survival and function of cone photoreceptors (7). To determine if expression only in the RPE might also benefit cones, retinal flat mounts from eyes that received subretinal coinjections of AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP in one eye and AAV-hRedO-H2b-GFP in the corresponding eye were examined for their cone number and distribution. The H2b tag results in accumulation of GFP in nuclei, making it straightforward to identify and quantify cones, the only photoreceptors that survive at these time points in untreated *rd1* mice (17). We found that this was a less ambiguous way to count cones in degenerating retinas than was IHC against antigens such as cone opsin and arrestin. We and others have found that rods in the *rd1* mouse do not survive, despite AAV-CMV-hNrf2 (WX and CLC, unpublished observations) or treatment with a systemic antioxidant (18); thus, hRedO-H2b-GFP served as a reliable marker for cones only.

Cones are usually fairly evenly distributed across the retina. In *rd1* mice, there is a loss of cone photoreceptors in circumscribed domains, appearing to form craters in the outer nuclear layer when viewed as a retinal flat mount (Figure 2A). The radial fibers of Müller glia can be seen spanning these craters in areas devoid of cones (Figure 2, B–D). Eyes that received subretinal coinjections of AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP in one eye at P1 had significantly less cratering measured by both fewer numbers of craters and less surface area covered by craters than their counterpart eyes infected with AAV-hRedO-H2b-GFP (Figure 3, A and B). We also quantified the number of cones rescued as a ratio of central GFP^+^ nuclei to total GFP^+^ nuclei. Because our counting methodology is dependent on infection efficiency of AAV hRedO-H2b-GFP, and because significant cone degeneration occurs centrally, this allowed us to normalize for variations in viral infection efficiency across different eyes. There was a statistically significant, but small, improvement in this ratio for eyes infected by AAV-Best1-Nrf2 in comparison with control (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.145029DS1). Thus, we conclude that, in addition to preserving the morphology of the RPE, overexpression of Nrf2 in the RPE also reduces the disruption to the regular arrangement of cones.

*Nrf2expressionintheRPEleadstoamodestrescueofvision*. The *rd10* mice also have a mutation in *Pde6b*, which is only a partial loss of function, compared with the *rd1* allele, which is a total loss of Pde6b function. The *rd10* strain retains enough vision for an assessment to be made using the optomotor test for effects of a treatment on acuity. In the eyes of *rd10* mice treated with Best1-Nrf2, there was a small but statistically significant rescue of vision compared with the paired control eye (Figure 4A). This effect was significantly lower than in eyes that received CMV-Nrf2, which results in overexpression of Nrf2 in both photoreceptors and RPE (Figure 4B). As our previous work showed that CMV-Nrf2 promotes survival of a significantly greater number of cone photoreceptors, it is not a surprise that AAV-CMV-Nrf2 gives a much more marked rescue on the optomotor assay (7).

### Nrf2 overexpression in the RPE stabilizes the interface with photoreceptors.

The RPE and photoreceptors are closely associated in the subretinal space, with the apical microvilli of the RPE interdigitating with the outer segments of the photoreceptors (19).

In order to evaluate the morphology of the RPE at high resolution, electron microscopy (EM) was used. The ultrastructure of the apical surface of the RPE was first analyzed by scanning EM. In WT mice at P30, most of the RPE cells were uniform in size and shape and were arranged in a regular hexagonal array (Figure 5A). Numerous, thin processes protruded from the apical surface, forming a dense carpet of microvilli across the entire apical surface of the RPE (Figure 5A). Examination of eyes of untreated *rd1* mice (data not shown), or eyes of mice injected with AAV-hRedO-H2b-GFP (Figure 5B), showed strikingly aberrant RPE cellular morphology. RPE cells were highly variable in terms of size and shape. They could be enlarged, elongated, spindle-shaped, small, and/or rounded. Very large cells had no apical processes, whereas some smaller cells showed a few apical processes (Figure 5B, white arrowheads), along their epithelial cell borders only. In some cases, there were large areas where the cells most likely had died, as no RPE cellular structure could be discerned, and there appeared to be cellular debris (Figure 5B, black arrowheads). In contrast, the contralateral eyes of the *rd1* mice that received an injection with AAV-Best1-Nrf2 plus AAV-hRedO-H2b-GFP showed hexagonal, uniform cells with significant preservation of microvilli on their apical surface at P30 (Figure 5C). Later time points, P45 and P60, showed similar results in retinas infected with AAV-Best1-Nrf2 plus AAV-hRedO-H2b-GFP (Figure 5, D–E, and data not shown).

To quantitatively evaluate the relative surface areas of RPE cells with well-preserved apical microvilli, versus no apical processes, as well as areas of presumed RPE death, we analyzed RPE samples from P30 using scanning EM photomicrographs and ImageJ software. Comparisons were made between those eyes that received AAV-Best1-Nrf2 plus AAV-hRedO-H2b-GFP versus those injected with only AAV-hRedO-H2b-GFP. Those with Best1-Nrf2 showed significantly higher relative surface areas of RPE cells with well-preserved microvilli and lower surface areas with dead cells compared with noninjected *rd1* or those injected with AAV-hRedO-H2b-GFP (Figure 5F). The relative surface areas of RPE cells in retinas infected with AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP, versus AAV-hRedO-H2b-GFP only, also were evaluated at a later time point, P45 (Figure 5G). Significant preservation of RPE with microvilli was also seen at this time point when AAV-Best1-Nrf2 was delivered.

To exclude the potential loss of microvilli from the RPE during scanning EM sample preparation, which requires separation of the retina and RPE, and to evaluate additional aspects of ultrastructure, transmission EM (TEM) was performed on P30 and P60 eyes from AAV-Best1-Nrf2 treatment.

In a cross section, it is possible to distinguish 3 regions of an RPE cell: a region with basal infoldings, the main cytoplasmic compartment of the cell (including the basal and apical cytoplasmic zones), and microvilli. At P30 in nondegenerated WT mice, the region of microvilli was composed of narrow, elongated cytoplasmic processes in clusters, or single processes oriented toward and between rod outer segments (ROS; Figure 6A). The RPE cytoplasmic compartment contained a variety of organelles. The basal region featured long, narrow infoldings, mostly parallel with each other, and parallel to the microvilli (Figure 6A). The basal region also included mitochondria. In *rd1* eyes injected with AAV-hRedO-H2b-GFP, degenerative changes in the RPE were observed using TEM (Figure 6B). These included cytoplasm vacuolization in the apical region, severe disorganization of microvilli (reduced in number of shortened infoldings and mitochondria in the basal region), and areas containing cellular debris that appeared to be dead RPE cells (Figure 6B). In contrast, with AAV-Best1-Nrf2 plus AAV-hRedO-H2b-GFP, the slender microvilli between the RPE and retina were well preserved and resembled those in CD1 eyes (Figure 6C). They appeared to form a compact barrier between photoreceptors and the RPE. The basal infolding region of the RPE had parallel, long microvilli surrounded by mitochondria of various shapes and sizes. The differences between AAV-Best1-Nrf2–injected eyes and those of controls persisted at P60 (Figure 6, D and E).

*TranscriptomechangesduetoNrf2overexpressionintheRPE*. Oxidative stress has been shown to increase after the death of rods, and it is thought to be one of the mechanisms that lead to cone death (9). Nrf2 is best known for its role as a master regulator of antioxidant genes, although it also affects the transcription of genes involved in a wide range of other processes related to the stress response (20). In order to better understand the mechanism by which Nrf2 protects the RPE, we performed transcriptome profiling of RPE from *rd1* mice at 2 different ages with or without overexpression of Nrf2. The levels of degeneration can vary, even between *rd1* mice of the same age and litter; to reduce variability, we structured our comparisons so that one eye of each mouse received AAV-Best1-Nrf2 and the other eye received a control virus (AAV-Best1-GFP). 

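RNA from the RPE of 16 *rd1* mice was sequenced, 7 at P20 and 9 at P40. One eye of each mouse had received AAV-Best1-Nrf2 together with AAV-Best1-GFP (the Nrf2 eye), and the other eye had received AAV-Best1-GFP only (the control eye), giving 32 libraries. The methods name 6 pairs for the P20 *rd1* comparison and 4 pairs for the P40 *rd1* comparison, whereas the sample labels give 7 and 9 pairs of *rd1* mice, and all of the labelled pairs were used. The methods also name 5 pairs of CD1 mice at P40, and 4 and 5 make 9, so it stays open whether 5 of the pairs labelled *rd1* are CD1. The strain of the mice at P40 was taken from the labels, on which every value at P40 and with age rests, and no RPE labelled as WT was analysed here. The labels mention 2 sequencing runs without assigning libraries to them, so no term for the run was fitted. The authors deposited estimated reads per gene, rounded to whole numbers and not normalized for library size or transcript length. The table does not name its counter, and the values were taken to be the Salmon estimates of the methods because its rows cover a transcript set of coding genes and pseudogenes. It lists 34453 genes, mouse genes by their Ensembl identifier and, in 1 row, human *NFE2L2*, the transgene.

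The total count per library was 16548332 to 50542797 in Nrf2 eyes at P20 (median 32215113) and 23756954 to 41463426 in control eyes at P20 (median 30969254). At P40, it was 32422410 to 49147448 in Nrf2 eyes (median 38726346) and 17721493 to 43412270 in control eyes (median 34586699). The RNA had been amplified before sequencing, so that limits derived from counts cover counting error only. Genes with low counts were removed with edgeR's filterByExpr, and library sizes were normalized with TMM factors. Each gene was tested with edgeR's quasi-likelihood test, with the mouse as a block in the comparisons of Nrf2 eyes with control eyes and without a block between the ages, which were different mice. A differentially expressed gene had a Benjamini-Hochberg adjusted *P* value under 0.05. Levels are given as counts scaled to a common normalized library size (CPM), as mean ± SD over the eyes of a group.

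The transgene had 1082 to 9506 CPM in Nrf2 eyes at P20 (median 5430) and 3205 to 10438 CPM at P40 (median 7024). In control eyes it had 0.92 to 1098 CPM at P20 (median 47.2) and up to 99.2 CPM at P40 (median 0.383), with 0 counts in the control eye of P40 mouse 2, which allows up to 0.0867 CPM. It was higher in the Nrf2 eye in 7 of 7 pairs at P20, with a log2 fold change of 7.36 (SE 1.74, adjusted *P* = 0.0601 from edgeR), and in 9 of 9 pairs at P40, with a log2 fold change of 13.28 (SE 1.70, adjusted *P* = 0.000672). Without mouse 4, the difference at P20 passed the threshold (8.37, adjusted *P* = 0.0277), and over all settings its adjusted *P* value ranged from 5.29e-14 to 0.172. Mouse *Nfe2l2* did not pass the threshold with Nrf2 at P20 (log2 fold change 0.28, adjusted *P* = 0.203) or P40 (0.07, adjusted *P* = 0.947; −0.01 without mouse 3). In 2 libraries, the level of the transgene went against the label. The library labelled control of P20 mouse 3 had 1098 CPM, against 154 CPM in the next highest control eye, and the library labelled Nrf2 of P20 mouse 4 had 1082 CPM, against at least 4810.1 CPM in the other Nrf2 eyes. Between these 2 libraries, the squared difference of the counts was 7.65 times that of sampling noise, against 52.1 times or more for every other pair of the 32 libraries. Each was kept under its label, although no other pair came as close, so they were probably not independent samples.

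**Figure D1:**
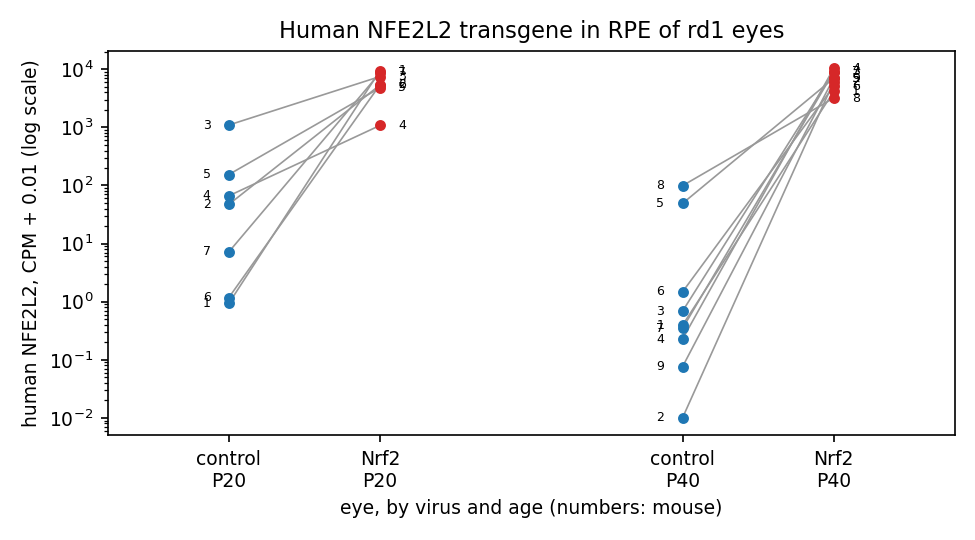
Human *NFE2L2* in CPM on a log axis (0.01 added) in control and Nrf2 eyes at P20 and P40, with a line joining the eyes of each mouse and the number of the mouse beside each point. The transgene is higher in the Nrf2 eye of all 16 mice, and the library labelled control of P20 mouse 3 (1098 CPM) lies level with the library labelled Nrf2 of P20 mouse 4 (1082 CPM).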

We also performed transcriptome profiling of RPE from WT (CD1) mice with or without overexpression of Nrf2 to evaluate changes associated with Nrf2 overexpression relative to those changes seen in a degenerating eye.

Overall, we detected 2223 differentially expressed genes between treated and untreated eyes from *rd1* RPE at P20, 1640 differentially expressed genes between treated and untreated *rd1* RPE at P40, and 1807 differentially expressed genes between treated and untreated WT RPE at P40. 

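At P20, 556 of 16303 genes tested were differentially expressed between the eyes of the 7 *rd1* mice, 477 higher and 79 lower in Nrf2 eyes, and 323 of them changed at least 2-fold. At P40, 762 of 16686 genes tested were differentially expressed between the eyes of the 9 *rd1* mice, 556 higher and 206 lower, and 603 of them changed at least 2-fold. An unadjusted *P* value under 0.05 was found for 2964 genes at P20 and for 2173 at P40. The number at P20 depended on each mouse, from 111 genes without mouse 7 to 1999 without mouse 4, whose library labelled Nrf2 had the lowest transgene level of the Nrf2 eyes. Without mouse 3, whose library labelled control carried the transgene, it was 163. At P40, it was between 521 genes, without mouse 7, and 997 genes, without mouse 6. Among the other settings, the number moved most as a ratio at P20 with limma voom and quality weights per library, to 2553 genes, and at P40 in random draws of 4 of the 9 mice, to a median of 71.5 genes. With DESeq2, it was 1459 genes at P40.

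Of the 15996 genes tested in both comparisons and between the ages, 269 were higher and 22 lower with Nrf2 at both ages, and 0 were called in opposite directions. Across these genes, which are not independent replicates, the log2 fold changes with Nrf2 at the 2 ages correlated with a Pearson's r of 0.71. A difference of the Nrf2 effect between P40 and P20 was tested itself, as an interaction over all 32 libraries. It was found for 1 of 17959 genes, *Serpine3*, and 429 genes had an unadjusted *P* value under 0.05.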

Nrf2 had wide-ranging effects on the transcriptome of RPE cells in WT mice, ranging from an increase in oxidative defense and detoxification gene expression to changes in the expression of genes related to the immune response and metabolism (Supplemental Table 1). To better understand which effects may be critical to the rescue of the RPE, we performed a combinatorial analysis of the differentially expressed genes from the different comparisons. We hypothesized that the most direct Nrf2 effect on rescue would be one in which Nrf2 induced a change in one direction and the natural history of the degeneration induced a change in the opposite direction. There was a single biological process — glutathione metabolic process (GO:0006749; http://www.informatics.jax.org/go/term/GO:0006749) — common to all 4 of these comparisons (Figure 7). 

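The change from P20 to P40 was taken from the control eyes, 7 at P20 and 9 at P40, and it counts the library labelled control of P20 mouse 3 among them. Of 16832 genes tested, 2483 were differentially expressed, 1403 higher and 1080 lower at P40. Age may coincide with the sequencing run, so a difference between runs cannot be told apart from one between ages. After a correction for transcript length and GC content, 982 of the 2483 genes were still past the threshold in the same direction. With limma voom (1619 higher and 2117 lower) and without a filter on low counts (295 higher and 619 lower), more genes were lower than higher. The largest increases among genes with no overlap between the ages were those of *Mt2* (log2 fold change 2.74), *Nmb* (2.45), *Sult1c1* (2.09), *H2afj* (2.05), and *Anapc13* (2.03), of which *Mt2*, *H2afj*, and *Anapc13* were farthest from the other mice in both eyes of P40 mouse 3. Those of *H2afj* and *Anapc13* passed the threshold in 13 of the 16 fits that each left out 1 eye. The largest decreases were those of *Col4a2* (−2.29), *Gpr83* (−2.25), *Eln* (−2.20), *Col4a5* (−2.15), and *C1qtnf6* (−2.06). In the Nrf2 eyes, the same comparison of ages gave 84 of 16745 genes, 28 higher and 56 lower, and 4326 genes with an unadjusted *P* value under 0.05.

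Changed in one direction by Nrf2 at both ages and in the other direction with age in control eyes were 16 genes. Of these, 15 were higher with Nrf2 and lower with age: *Txnrd1*, *Madcam1*, *Erlec1*, *Map1a*, *Slc7a11*, *Pgd*, *Gga2*, *Gclc*, *Fhl3*, *Srxn1*, *Abcc4*, *Tbcel*, *Slc22a23*, *Sept9*, and *Tubb4a*. Only *Sult1c1* was lower with Nrf2 and higher with age. With the joint calls for Nrf2 at both ages kept and the call with age independent of them, 19.8 such genes would arise by chance. In the same direction in all 3 comparisons were 22 genes, against 24.3 by chance. Without P20 mouse 3, 1 gene was left, and the median log2 fold change with age of the 15 genes was −0.76, against −1.05 with all mice and −0.99 to −1.15 without each other mouse. The calls with age of the 15 genes depended on many single eyes, with 4 left without P20 mouse 3 and also without P20 mouse 5, 5 without P20 mouse 1, P40 mouse 2, or P40 mouse 5, and 15 without P40 mouse 1 or P40 mouse 8. The comparisons share their control eyes. When different mice were used for the Nrf2 effect and for age, 0 such genes were found, with 0 genes past the threshold for Nrf2 at either age, 570 at P20 and 1244 at P40 with an unadjusted *P* value under 0.05, and 345 genes past the threshold with age.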

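The GO term itself was not tested here. In its place, a list of 43 genes of glutathione synthesis, transport, peroxidases, and transferases was used, which holds *Gclc*, *Gclm*, *Gss*, *Slc7a11*, and *Gsr*, named by the paper, and *Ggt1*, chosen here for γ-glutamyl transpeptidase, for which the paper's text names no gene. The changes of a list were fitted to log2 CPM and tested with limma's camera, with a preset correlation between genes of 0.01, over a family of 19 lists. At P20, the median log2 fold change of the list with Nrf2 was 0.69 over 42 genes tested, 33 higher and 9 lower (camera, adjusted *P* = 1.75e-11). Differentially expressed were 18 of them, all higher, and 26 when adjusted over the list alone. At P40, the median was 0.87 over 43 genes, 32 higher and 11 lower (adjusted *P* = 8.46e-17), with 17 differentially expressed, all higher, and 26 when adjusted over the list alone. *Gstm3* had at most 3 counts in every control eye at P40, so its change there is a lower bound, and the median was the same, 0.87, with *Gstm3* at that bound. Both results held under limma's fry (*P* = 0.00013 and 6.75e-07) and with an estimated correlation between genes (*P* = 0.0153 and 0.00179).

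From P20 to P40 in control eyes, the list had a median log2 fold change of 0.31, 27 of 41 genes being higher and 14 lower (camera, adjusted *P* = 0.0202). It was called under fry (*P* = 0.0286) and not with an estimated correlation (*P* = 0.178). Differentially expressed with age were 12 genes of the list, 10 higher and 2 lower, and 13 when adjusted over the list alone. These 6 genes moved the other way, with a median of −0.33, and all 6 were lower (camera, adjusted *P* = 0.125). Without adjustment, the *P* value of their decrease was 0.0461 with camera, 0.0283 with fry, and 0.242 with an estimated correlation. Because the paper chose all but *Ggt1* on libraries of this study, their test is not independent evidence. Without the library labelled control of P20 mouse 3, their median was −0.16. With Nrf2, the 6 genes had a median log2 fold change of 2.61 at P20 and 3.08 at P40.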

Glutathione is the major antioxidant as well as an important participant in many cellular processes (21). Among several genes related to glutathione metabolism upregulated by Nrf2 were *Gclc* (glutamate cysteine ligase catalytic subunit ligase), and *Gclm* (glutamate cysteine ligase modifier subunit), which encode the catalytic and regulatory subunits, respectively, of glutamatecysteine ligase (GCL), the first and rate-limiting enzyme in the glutathione synthesis pathway (22). 

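*Gclc* (ENSMUSG00000032350) lies on chromosome 9 of GRCm38 from 77754535 to 77794485. It had 2517 ± 1207 CPM in Nrf2 eyes and 159 ± 171 CPM in control eyes at P20, and was higher in the Nrf2 eye in 7 of 7 pairs. The difference between the eyes of a mouse was between 2.35 and 5.58 on the log2 scale, and the fitted log2 fold change was 4.16 (SE 0.50, adjusted *P* = 0.00921 from edgeR). At P40, it had 2091 ± 1294 CPM in Nrf2 eyes and 64.1 ± 20.9 CPM in control eyes, was higher in 9 of 9 pairs, by 2.85 to 6.28, and had a log2 fold change of 4.69 (SE 0.44, adjusted *P* = 8.18e-05). With each mouse left out in turn, the log2 fold change stayed between 3.92 and 4.47 at P20 and between 4.49 and 4.92 at P40. From P20 to P40 in control eyes, *Gclc* fell by 1.27 on the log2 scale (SE 0.39, adjusted *P* = 0.0408). The decrease passed the threshold in 6 of the 16 fits that each left out 1 control eye. Among these fits, it moved most without the library labelled control of P20 mouse 3, which had 544 CPM of *Gclc*, to a log2 fold change of −0.55 (adjusted *P* = 0.115). With the transgene as a covariate it was −0.35 (adjusted *P* = 0.526), and over all settings the adjusted *P* value ranged from 0.0155 to 0.526.

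*Gclm* (ENSMUSG00000028124), on chromosome 3 from 122245557 to 122270732, had 1258 ± 602 CPM in Nrf2 eyes and 146 ± 75.5 CPM in control eyes at P20. Its log2 fold change was 2.99 (SE 0.34, adjusted *P* = 0.00921), and it was higher in 7 of 7 pairs. At P40, it had 1200.3 ± 533 CPM and 102 ± 17.4 CPM, with a log2 fold change of 3.41 (SE 0.22, adjusted *P* = 7.19e-06), and was higher in 9 of 9 pairs. With age in control eyes, its log2 fold change of −0.48 did not pass the threshold (SE 0.22, adjusted *P* = 0.12).

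**Figure D2:**
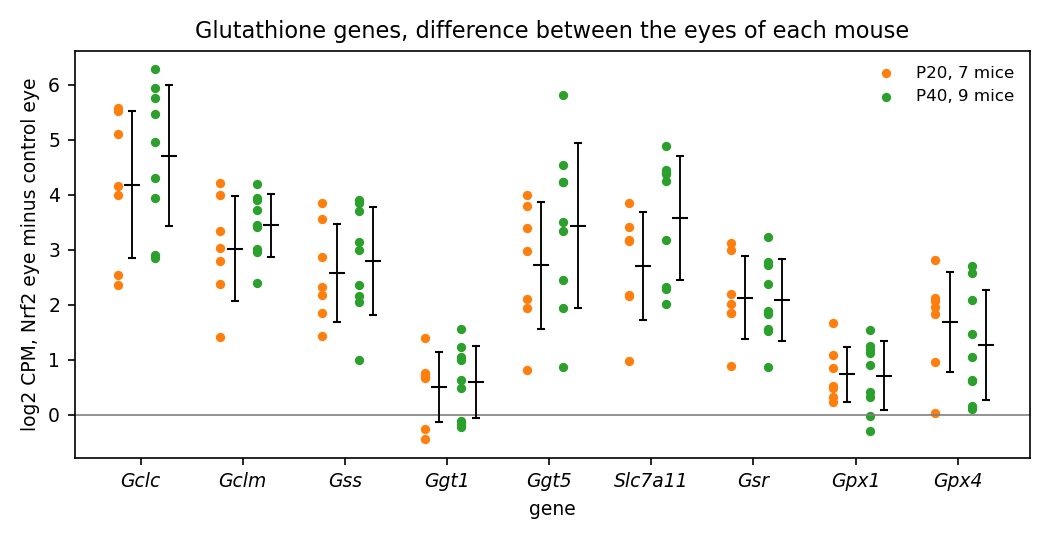
Difference between the Nrf2 eye and the control eye of each mouse, in log2 CPM, for 9 genes of glutathione metabolism at P20 (7 mice) and P40 (9 mice), with mean and SD beside the points. For *Gclc*, *Gclm*, *Gss*, *Ggt5*, *Slc7a11*, *Gsr*, and *Gpx4* every point lies above 0, and for *Ggt1* and, at P40, *Gpx1* some points lie below.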

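The next enzyme after glutamate cysteine ligase is encoded by *Gss* (ENSMUSG00000027610; chromosome 2, 155563181 to 155592810). *Gss* had 258 ± 116 CPM in Nrf2 eyes and 41.1 ± 17.3 CPM in control eyes at P20, with a log2 fold change of 2.54 (SE 0.30, adjusted *P* = 0.00921 from edgeR). At P40, it had 267 ± 165 CPM and 32.0 ± 6.43 CPM, with a log2 fold change of 2.77 (SE 0.31, adjusted *P* = 0.000286), and it was higher in the Nrf2 eye of each of the 16 mice. From P20 to P40 in control eyes, the log2 fold change of *Gss* was −0.32 (SE 0.20, adjusted *P* = 0.264). It did not pass the threshold under any setting, its adjusted *P* value ranging from 0.195 to 0.707, and it was −0.11 without the library labelled control of P20 mouse 3.

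Transpeptidases that act on γ-glutamyl bonds are encoded by several genes, of which *Ggt1*, *Ggt5*, *Ggt6*, and *Ggt7* were tested. *Ggt5* (ENSMUSG00000006344; chromosome 10, 75589340 to 75617200) was the least abundant in control eyes, with 3.69 ± 2.15 CPM at P20 and 1.98 ± 0.725 CPM at P40. With Nrf2, it rose to 23.8 ± 10.9 CPM at P20 (log2 fold change 2.71, SE 0.40, adjusted *P* = 0.0134) and to 24.1 ± 13.4 CPM at P40 (3.45, SE 0.49, adjusted *P* = 0.00126), and was higher in all 16 pairs. At P20, it passed the threshold in 5 of the 7 fits that each left out 1 mouse, and not without mouse 1 (adjusted *P* = 0.0533) or mouse 7 (0.0583). *Ggt1* (ENSMUSG00000006345; chromosome 10, 75561604 to 75586200), the most abundant, had a log2 fold change of 0.47 at P20 (SE 0.21, adjusted *P* = 0.27; higher in 5 of 7 pairs) and 0.56 at P40 (SE 0.21, adjusted *P* = 0.242; higher in 6 of 9 pairs). It was called at P20 with limma voom (0.73, adjusted *P* = 0.0197), among settings whose adjusted *P* values ranged from 0.0197 to 0.505. *Ggt6* and *Ggt7* were not called with Nrf2 at either age under any setting. From P20 to P40 in control eyes, none of the 4 genes passed the threshold, the smallest adjusted *P* value being 0.127, for *Ggt5* (log2 fold change −0.86, SE 0.39).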

*Gss*, the gene for glutathione synthetase (Kyoto Encyclopedia of Genes and Genomes [KEGG] 6.3.2.3; https://www.genome.jp/dbget-bin/www_bget?ec:6.3.2.3), the second enzyme in the glutathione synthesis pathway — as well as γ-glutamyl transpeptidase (KEGG 2.3.2.2), which strips the cysteine off of extracellular GSH to facilitate intracellular synthesis of GSH — also had increased expression following Nrf2 introduction at p20 in *rd1* and at p40 in *rd1* and WT; they were downregulated in untreated rd1 RPE from p20 to p40 (23). *Slc7a11*, which encodes for the xCT subunit of the cysteine transporter that can increase the availability of this amino acid for glutathione synthesis (Supplemental Figure 2), also was upregulated from Nrf2 overexpression and downregulated in untreated *rd1* RPE from P20 to P40. 

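*Slc7a11* (ENSMUSG00000027737) lies on chromosome 3 of GRCm38 from 49892526 to 50443614. At P20, it had 240 ± 109 CPM in Nrf2 eyes and 34.9 ± 13.6 CPM in control eyes, with a log2 fold change of 2.68 (SE 0.33, adjusted *P* = 0.00921 from edgeR). At P40, it had 258 ± 153 CPM and 18.2 ± 3.63 CPM, with a log2 fold change of 3.55 (SE 0.37, adjusted *P* = 0.000145). The difference between the eyes of a mouse was positive in every pair, 0.98 to 3.85 at P20 and 2.01 to 4.88 at P40. From P20 to P40 in control eyes, *Slc7a11* fell by 0.90 on the log2 scale (SE 0.23, adjusted *P* = 0.0263). The decrease passed the threshold in 13 of the 16 fits that each left out 1 control eye, and its log2 fold change stayed between −1.05 and −0.76 in them. Without the library labelled control of P20 mouse 3, it was −0.76 (adjusted *P* = 0.0566). Over all settings, the adjusted *P* value ranged from 0.0044 to 0.0895.

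**Figure D3:**
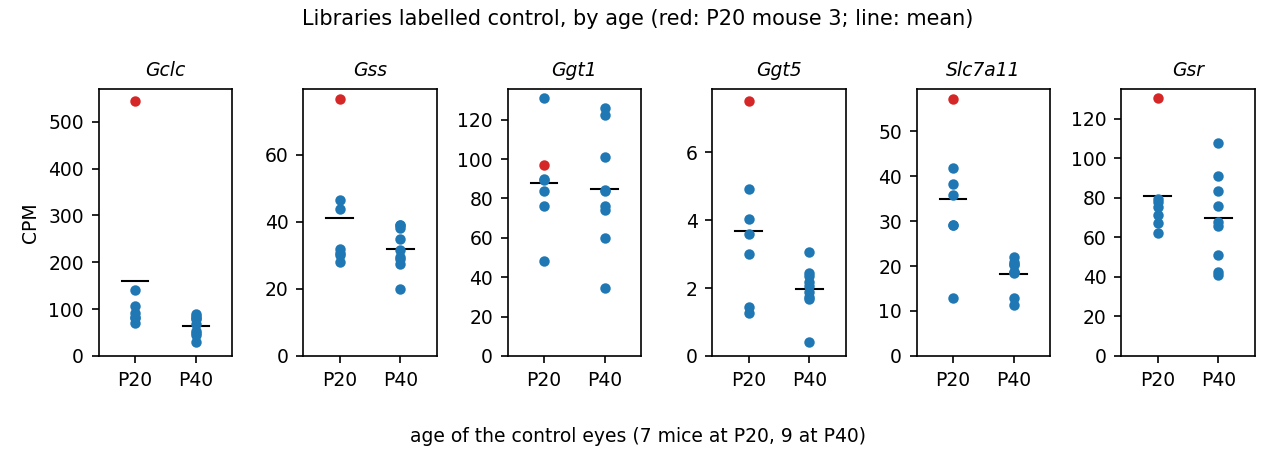
CPM of 6 genes of glutathione metabolism in libraries labelled control at P20 (7 mice) and P40 (9 mice), each on a linear axis from 0, with a line at the mean of each age and the library of P20 mouse 3 in red. That library is the highest at P20 for all of them but *Ggt1*, and the means of *Slc7a11* are 34.9 CPM at P20 and 18.2 CPM at P40.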

*Gsr,* the gene for glutathione reductase (KEGG 1.8.1.7), which catalyzes the reduction of the glutathione disulfide to the protective sulfhydryl form, was upregulated by Nrf2 and unchanged in the untreated *rd1* RPE from p20 to p40. 

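*Gsr* (ENSMUSG00000031584; chromosome 8, 33652523 to 33698163) had 375 ± 149 CPM in Nrf2 eyes and 80.6 ± 22.8 CPM in control eyes at P20. The log2 fold change was 2.10 (SE 0.25, adjusted *P* = 0.00921 from edgeR), and all 7 pairs were higher in the Nrf2 eye. At P40, the levels were 324 ± 164 CPM and 69.5 ± 22.5 CPM, the log2 fold change was 2.04 (SE 0.24, adjusted *P* = 0.000417), and all 9 pairs were higher in the Nrf2 eye. Between the ages in control eyes, the log2 fold change of −0.18 was smaller than its standard error of 0.20 (adjusted *P* = 0.546). No setting brought it past the threshold, with adjusted *P* values from 0.259 to 0.913.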

Some genes, such as those for glutathione reductase and glutathione peroxidase isozymes, that would be expected to be involved in a stress response, were upregulated in Nrf2-treated tissue, as well as untreated rd1 tissue. These data suggest that there is some endogenous attempt by the RPE to defend against the stress from degeneration of the neighboring retina and that Nrf2 can augment this response.

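Of the glutathione peroxidase genes *Gpx1* to *Gpx8*, 5 had counts high enough to be tested at P20 and between the ages, and 6 at P40. With Nrf2 at P20, only *Gpx4* (ENSMUSG00000075706; chromosome 10, 80047166 to 80056439) was differentially expressed under edgeR's test. It had 3531 ± 1420.1 CPM in Nrf2 eyes and 1031 ± 249 CPM in control eyes, with a log2 fold change of 1.67 (SE 0.32, adjusted *P* = 0.0291), and was higher in 7 of 7 pairs, but passed the threshold in only 2 of the 7 fits that each left out 1 mouse, those without mouse 2 and without mouse 4. At P40, *Gpx4* had 6068 ± 1969 CPM and 2758 ± 1640.3 CPM, was higher in 9 of 9 pairs, and did not pass the threshold (log2 fold change 1.21, SE 0.34, adjusted *P* = 0.0804). *Gpx1* was higher in 7 of 7 pairs at P20 (0.70, SE 0.18, adjusted *P* = 0.0858) and in 7 of 9 pairs at P40 (0.67, SE 0.22, adjusted *P* = 0.148). The calls varied with the test. DESeq2 called *Gpx1*, *Gpx4*, and *Gpx8* at P20 and *Gpx1* and *Gpx4* at P40, all higher, and limma voom called the same 3 genes at P20 and *Gpx4* at P40. *Gpx3* and *Gpx7* were called at neither age by any of the 3 tests, nor was *Gpx2*, which was tested at P40 alone.

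From P20 to P40 in control eyes, *Gpx4* increased, with a log2 fold change of 1.47 (SE 0.34, adjusted *P* = 0.0201), and passed the threshold in all 16 fits that each left out 1 eye. Over all settings, its adjusted *P* value ranged from 0.000398 to 0.071, and it passed the threshold in 25 of 26. The other 4 genes tested did not pass it, the smallest adjusted *P* value being 0.0884, for *Gpx1* (0.78, SE 0.31). Without the control eye of P40 mouse 1, *Gpx1* passed it (0.88, adjusted *P* = 0.0385), and over all settings its adjusted *P* value ranged from 0.0385 to 0.264. Reads of processed pseudogenes could have been counted with *Gpx1* and *Gpx4*, which was not tested.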

Antibody staining for GCLC was carried out and showed substantially more signal in RPE flat mounts and sections from eyes with overexpressed Nrf2 relative to control tissue (Figure 8, A and B). Thioredoxins are another major antioxidant system in mammals regulated by Nrf2. The product of thioredoxin reductase 1 (*Txnrd1*) is the major cytosolic reducer of thioredoxins in mice (24, 25). Expression of *Txnrd1* also was upregulated by Nrf2 in the RPE from P20 and P40 *rd1* mice, as well as P40 WT mice, relative to untreated WT or *rd1* mice. 

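*Txnrd1* (ENSMUSG00000020250) lies on chromosome 10 of GRCm38 from 82833951 to 82897712. It had 1931 ± 927 CPM in Nrf2 eyes and 168 ± 131 CPM in control eyes at P20, and 1425 ± 683 CPM and 78.5 ± 16.2 CPM at P40. The log2 fold change was 3.53 at P20 (SE 0.37, adjusted *P* = 0.00921 from edgeR) and 3.98 at P40 (SE 0.37, adjusted *P* = 7.41e-05), and each of the 16 mice had more in the Nrf2 eye. Leaving out 1 mouse at a time gave 3.34 to 3.75 at P20 and 3.80 to 4.18 at P40. In control eyes, *Txnrd1* fell by 1.05 on the log2 scale from P20 to P40 (SE 0.29, adjusted *P* = 0.0319). The decrease passed the threshold in 10 of the 16 fits that each left out 1 eye. The library labelled control of P20 mouse 3 had 461 CPM, and without it the log2 fold change was −0.58 (adjusted *P* = 0.0552). Over all settings, the adjusted *P* value of this decrease ranged from 0.00821 to 0.218. No library labelled as untreated WT, to which the paper also compares, was analysed here.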

Antibody staining for TXNRD1 in RPE flat mounts and sections showed increased expression in eyes with Nrf2 overexpression, consistent with the transcriptome profiling results (Figure 8). Finally, we stained for the product of *Abcc4* (Figure 8)*,* which was upregulated in the RPE of P20 *rd1* mice, p40 *rd1* mice, and p40 WT mice treated with AAV-Best1-Nrf2, relative to untreated WT or *rd1* mice. 

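*Abcc4* (ENSMUSG00000032849; chromosome 14, 118482692 to 118706219) had 602 ± 283 CPM in Nrf2 eyes and 88.5 ± 38.5 CPM in control eyes at P20, a log2 fold change of 2.64 (SE 0.32, adjusted *P* = 0.00921 from edgeR). At P40, the levels were 434 ± 263 CPM and 47.9 ± 17.2 CPM, a log2 fold change of 2.89 (SE 0.38, adjusted *P* = 0.000754). The gene was higher in the Nrf2 eye in 7 of 7 pairs at P20, by 1.44 to 4.03 on the log2 scale, and in 9 of 9 pairs at P40, by 0.69 to 4.63. It fell by 0.85 in control eyes from P20 to P40 (SE 0.24, adjusted *P* = 0.035). This decrease passed the threshold in 6 of the 16 fits that each left out 1 eye, and without the library labelled control of P20 mouse 3 it was −0.63 (adjusted *P* = 0.0763). The adjusted *P* value over all settings was between 0.00926 and 0.126.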

*Abcc4* encodes multidrug resistance protein 4 (MRP4), which is a member of the superfamily of ATP-binding cassette (ABC) transporters. MRP4 has been shown to be induced by Nrf2 and facilitates glutathione efflux, which has been noted to occur in cultured RPE as well as other systems, where it may be a potential defense mechanism against oxidative stress (26–29). Staining for this protein also showed greater signal in the Nrf2-treated eyes.

## Discussion

It has long been known that the RPE is involved in the phagocytosis and maintenance of the photoreceptor outer segments and the recycling of the photopigment of the visual cycle (30, 31). In addition, there is a growing appreciation of a metabolic interplay between the RPE and the photoreceptors (32, 33). It is, thus, not a surprise that retinal degeneration, even one secondary to a rod-specific mutation, would lead to disturbances in the RPE. Fundus imaging of mice with *rd1* mutations has identified RPE depigmentation after photoreceptor loss (34). In patients with retinitis pigmentosa, hypopigmentation can be seen on direct examination, as well as upon examination of autofluorescence (35). Following photoreceptor loss, RPE cells can migrate out of the epithelial monolayer into the inner retina (10).

Previous histological studies in *rd1* mice have shown that RPE microvilli are initially elongated during the first 3 postnatal weeks when there is significant photoreceptor degeneration (36). Between P28 and P42, there is thinning of the RPE with loss of apical microvilli, basal infoldings, and mitochondria. By P56, in areas where there is photoreceptor loss and glial hypertrophy, there is concomitant RPE loss. More recently, the disruption of the cytoskeletal architecture of the RPE in mice with *Pde6b* mutations has been described in elegant quantitative analyses of RPE morphology by Nickerson and colleagues (11, 15). However, most of the investigation of RPE in retinal disease has actually been in the context of age-related macular degeneration (AMD). Nonetheless, as the RPE cytoskeletal changes reported in this work, as well as by Nickerson and colleagues (11, 15), have also been described in AMD, there are likely aspects of RPE biology discovered through AMD research that are relevant across both disease types (37).

In AMD, there has been a focus on the RPE as the potential origin of the disease, as well as attention on the role of oxidative stress in RPE dysfunction (38). The RPE is sandwiched between the highly oxygenated blood of the choroid, and the retina, which is constantly under photooxidative stress. Adding to this stress, the photoreceptors shed lipid-rich outer segments into the subretinal interface with the RPE, which are phagocytosed by the RPE (39–41). Since the RPE is normally functioning in a demanding environment, additional stress due to disease likely overcomes the endogenous defense mechanisms of the RPE and causes degeneration. In AMD, the 2 most important risk factors are aging and smoking, which both lead to additional oxidative stress (42). The RPE cells are full of mitochondria to assist in their maintenance and to generate reactive oxygen species (ROS) for phagocytosis (43). As the mitochondria age, the prolonged exposure to ROS leads to the accumulation of mitochondrial DNA (mtDNA) mutations, which decrease mitochondrial redox function, further increasing ROS production and mtDNA damage (1, 44, 45). Smoking can further introduce ROS with the many oxidative components in cigarette smoke (46).

For retinitis pigmentosa, the origin of pathologic oxidative stress is different than in AMD. As rods are the major inhabitants of the outer nuclear layer, and since they consume high amounts of oxygen, their loss in retinitis pigmentosa leads to hyperoxic conditions (4). The resulting oxidative stress is a favored hypothesis for death of bystander cells in retinitis pigmentosa. In support of this being a causal relationship (5, 47, 48), multiple groups have shown that systemic administration of antioxidants prolongs cone survival in *rd1* and *rd10* mice (9, 18, 49). Our own previous investigation showed that levels of hydroethidine and acrolein staining were lower in AAV-CMV-Nrf2–treated mouse models of retinitis pigmentosa (7). Thus, it is likely that lessons learned through the AMD literature concerning the mechanisms used by the RPE to handle oxidative stress may be relevant in retinitis pigmentosa.

AMD investigators have extensively studied ways by which the RPE protects itself from oxidative stress. One of the most significant is the Nrf2 transcription pathway. Nrf2-KO mice, in the last third of their lifespan, begin to show age-related accumulation of drusen-like deposits, inflammatory proteins, and autophagy-related vacuoles in the RPE and outer retina (50). These are reminiscent of AMD in humans (51, 52). Nrf2 signaling is less robust in aged mice than in young mice, and it is further impaired by cigarette smoking, paralleling the leading risk factors for AMD (53, 54). One of the pathways regulated by Nrf2 is the oxidative damage defense pathway. Acutely increasing the RNAs for catalase and SOD, as well as more chronically increasing glutathione and thioredoxin levels, are 2 of the ways in which Nrf2 helps a cell fight oxidative damage (55). Our transcriptome results are in line with the importance of oxidative stress, as the single process that was both increased by Nrf2 and decreased in untreated RPE was related to the major antioxidant pathway of glutathione. Our transcriptome profiling also showed significant upregulation of other oxidative defense pathways (e.g. catalase, SOD, and thioredoxin), suggesting that rescue by overexpression of Nrf2 in the RPE of the retinitis pigmentosa mouse model works, at least in part, through reduction of oxidative stress. 

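*Cat*, the gene for catalase (ENSMUSG00000027187; chromosome 2, 103453849 to 103485160), had 715 ± 213 CPM in Nrf2 eyes and 263 ± 61.1 CPM in control eyes at P20. Its log2 fold change was 1.39 (SE 0.21, adjusted *P* = 0.0134 from edgeR), with all 7 pairs higher. At P40, it had 611 ± 264 CPM and 276 ± 131 CPM, with a log2 fold change of 1.13 (SE 0.25, adjusted *P* = 0.024) and all 9 pairs higher. The call held in 4 of the 7 fits at P20 and 4 of the 9 fits at P40 that each left out 1 mouse, the adjusted *P* value reaching 0.0583 and 0.0793.

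Of the superoxide dismutases, *Sod2* (ENSMUSG00000006818; chromosome 17, 13006846 to 13040063) was differentially expressed at both ages. It had 318 ± 107 CPM in Nrf2 eyes and 126 ± 18.0 CPM in control eyes at P20 (log2 fold change 1.24, SE 0.18, adjusted *P* = 0.0128), and 327 ± 85.3 CPM and 169 ± 45.3 CPM at P40 (0.91, SE 0.17, adjusted *P* = 0.00965). Its call at P20 was lost without mouse 3 (adjusted *P* = 0.0501) and without mouse 7 (0.0507). *Sod1* was not called at P20 (0.60, SE 0.19, adjusted *P* = 0.141; 6 of 7 pairs higher) or at P40 (0.38, SE 0.32, adjusted *P* = 0.748; 6 of 9 pairs higher). At P20, it was called with DESeq2 (0.62, adjusted *P* = 0.0489) and limma voom (0.79, adjusted *P* = 0.00656) and without mouse 4 (0.74, adjusted *P* = 0.0228), and over all settings its adjusted *P* value ranged from 0.00656 to 0.386. *Sod3* was not called at P20 (−0.04, adjusted *P* = 0.966) or P40 (0.35, adjusted *P* = 0.782), and its sign at P20 changed between settings.

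The thioredoxin genes themselves were not called with Nrf2 by edgeR, DESeq2, or limma voom. *Txn1* had a log2 fold change of 0.26 at P20 (SE 0.18, adjusted *P* = 0.481; 5 of 7 pairs higher) and 0.42 at P40 (SE 0.26, adjusted *P* = 0.592; 6 of 9 pairs higher). *Txn2* had −0.01 at P20 (SE 0.12, adjusted *P* = 0.982), where its sign changed between settings, and −0.08 at P40 (SE 0.17, adjusted *P* = 0.936). Over a list of 12 thioredoxin, thioredoxin reductase, peroxiredoxin, and related genes, the median log2 fold change was 0.25 at P20 (limma's camera, adjusted *P* = 4.52e-05) and 0.41 at P40 (adjusted *P* = 2.15e-07), and 4 of the 12 genes were differentially expressed at each age.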

Our previous work delivering SOD2 and catalase using AAV (7), as well as overexpression of *Gpx4* in a transgenic mouse model by Lu and colleagues (56), showed that they, too, were beneficial, though not as potent as Nrf2 overexpression (7). 

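Apart from the transgene, the largest increases with Nrf2 among differentially expressed genes that changed the same way in every pair were those of *Gstm1*, *Fbxo2*, *Acox2*, *Layn*, and *Srxn1* at P20 and of *Gstm1*, *Fbxo2*, *Srxn1*, and *Acox2* at P40. *Gstm1* had a log2 fold change of 5.36 at P20 (SE 0.80, adjusted *P* = 0.0134 from edgeR) and 6.24 at P40 (SE 0.36, adjusted *P* = 4.37e-06), and reads of other *Gstm* genes could have been counted with it. The other log2 fold changes were 5.30 and 5.83 for *Fbxo2*, 5.07 and 5.46 for *Acox2*, 4.69 for *Layn*, and 4.68 and 5.53 for *Srxn1*.

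The largest decreases at P20 were those of *Opn1sw* (log2 fold change −5.12), *Rbp3* (−3.19), *Kcne2* (−2.56), *Nxnl1* (−2.27), and *Fam19a3* (−2.21). At P40, they were those of *Ccnb1ip1* (−5.23), *Sag* (−4.95), *Arr3* (−4.83), *Aipl1* (−4.77), and *Opn1mw* (−4.71). *Opn1sw*, *Opn1mw*, *Arr3*, *Sag*, and *Aipl1* are genes of photoreceptors, whose RNA can be carried along with the RPE when the retina is removed. The other largest decreases, *Rbp3* and *Nxnl1* among them, were not assigned to a cell type, and RNA of photoreceptors stays open for them too. *Opn1mw* had 4.52 ± 5.80 CPM in Nrf2 eyes and 121 ± 154 CPM in control eyes at P40, *Sag* had 7.34 ± 9.42 CPM and 170 ± 146 CPM. Of the 7 fits at P20 that each left out 1 mouse, *Opn1sw* and *Rbp3* passed the threshold in 3, *Fbxo2* and *Layn* in 4, and *Kcne2* in 5. *Rpe65*, a gene of the RPE itself, fell by 2.17 on the log2 scale at P20 (SE 0.37, adjusted *P* = 0.0198), and by 2.82 at P40 (SE 0.32, adjusted *P* = 0.000281), in 7 of 7 and 9 of 9 pairs. It was singled out after its values were seen, and at P20 it passed the threshold in 2 of the 7 fits that each left out 1 mouse.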

Although beyond the scope of this paper, we also found many additional pathways unrelated to antioxidant defense that were modulated by Nrf2 overexpression. This is not a surprise, as Nrf2 is well known to modulate many pathways related to inflammation and metabolism (57, 58). As the interplay of oxidative stress, inflammation, and metabolic change has been the recent focus of hypotheses concerning the cause of AMD, such changes may work alongside the antioxidant systems to effect a greater rescue (33, 59). As an example, consistent with studies in cancer cells, we found that Nrf2 significantly boosted several genes in the pentose phosphate pathway, including those for glucose-6-phosphate dehydrogenase (*G6pd*), transaldolase 1 (*Taldo1*), and phosphogluconate dehydrogenase (*Pgd*) (60). 

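*G6pdx*, the mouse gene for glucose-6-phosphate dehydrogenase (ENSMUSG00000031400; chromosome X, 74409483 to 74429194), had 353 ± 98.1 CPM in Nrf2 eyes and 123 ± 49.8 CPM in control eyes at P20. Its log2 fold change was 1.53 (SE 0.23, adjusted *P* = 0.0136 from edgeR), and at P40 it was 1.69 (SE 0.25, adjusted *P* = 0.00191), with levels of 353 ± 148 CPM and 104 ± 38.2 CPM. *Taldo1* (ENSMUSG00000025503; chromosome 7, 141392199 to 141402968) had 1594 ± 579 CPM and 431 ± 133 CPM at P20, a log2 fold change of 1.80 (SE 0.25, adjusted *P* = 0.0111). At P40, it had 2404 ± 1202 CPM and 795 ± 616 CPM, a log2 fold change of 1.68 (SE 0.28, adjusted *P* = 0.0042). *Pgd* (ENSMUSG00000028961; chromosome 4, 149149991 to 149166771) had 520.2 ± 198 CPM and 118 ± 40.0 CPM at P20, a log2 fold change of 2.04 (SE 0.25, adjusted *P* = 0.00921), and 406 ± 165 CPM and 64.0 ± 22.9 CPM at P40, a log2 fold change of 2.61 (SE 0.30, adjusted *P* = 0.000294). All 3 genes were higher in the Nrf2 eye of every mouse, except *Taldo1* in 1 of 9 pairs at P40. *G6pdx* passed the threshold in 6 of the 7 fits at P20 that each left out 1 mouse, and not without mouse 7 (adjusted *P* = 0.0573). Over a list of 8 genes of the pathway, the median log2 fold change was 0.22 at P20 (limma's camera, adjusted *P* = 0.00239) and 0.41 at P40 (adjusted *P* = 0.000249), and these 3 were the differentially expressed genes of the list at each age. With an estimated correlation between genes, the change of the list was called at P40 (*P* = 0.0102) and not at P20 (*P* = 0.0815).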

A recent study of RPE metabolism found that the pentose phosphate pathway is of very high importance in the RPE/choroid relative to the retina (61). Nrf2’s ability to enhance throughput through a prominent pathway of the RPE, in addition to its more well-known effects on oxidative stress, suggests that it may provide additional benefits beyond those provided by an antioxidant.

In conclusion, we show here that, in 2 *pde6b* mouse models of retinitis pigmentosa, the RPE shows significant signs of stress after the initial loss of rods. Selective overexpression of Nrf2 in the RPE with an AAV construct driven by the Best1 promoter is sufficient to produce a robust rescue effect. There is also a significant reduction in the disruptions seen in the cone photoreceptor mosaic, as well as a modest slowing of vision loss. Transcriptome profiling showed Nrf2-mediated upregulation of antioxidant pathways and disturbances in these pathways in RPE from control mice. These are the same pathways that are implicated in the pathogenesis of AMD. Given that Nrf2 overexpression modulates these pathways and reverses the degeneration of RPE seen in RP and AMD, our results suggest that Nrf2 overexpression may be a good candidate to slow the pathogenesis of nonexudative AMD, as well as retinitis pigmentosa.

## Methods

### Animals.

CD-1 (catalog 022) and *rd1* (FVB/N, catalog 207) mice were purchased from Charles River Laboratories. *Rd10* mice (catalog 004297) were purchased from The Jackson Laboratory. Animals were bred and maintained at Harvard Medical School on a 12-hour alternating light and dark cycle.

### Plasmids.

A vector utilizing the human Best1 promoter was created by replacing the CMV promoter of the AAV-CMV-PI-EGFP-WPRE-bGH plasmid, a gift from James M. Wilson, University of Pennsylvania (Philadelphia, Pennsylvania, USA) with the –540/+38 bp region of the human Best1 promoter (16). AAV-Best1-Nrf2 was cloned by replacing the EGFP coding sequence with the GCCGCCACC Kozack sequence, followed by the human cDNA clone of Nrf2 (NM_006164.4) obtained from Thermo Fisher Scientific. An AAV vector combining the hRedO promoter with the posttranscriptional regulatory element WPRE–bGH polyA was a gift from Botond Roska (Friedrich Miescher Institute for Biomedical Research, Basel, Switzerland) using the promoter region originally developed by Wang et al. (62, 63). AAV-hRedO-Nrf2 was cloned by replacing the GFP coding sequence with the aforementioned human cDNA clone of Nrf2. AAV-hRedO-H2b-GFP was cloned by adding an H2b nuclear localization sequence to the original vector (64). AAV-CMV-Nrf2 was cloned by taking the aforementioned human cDNA clone of Nrf2 and inserting this into the AAV-MCS8 empty vector (Harvard Medical School DF/HCC DNA Resource Core) with Not1/XhoI sites. Capsid serotypes used were AAV8 for all vectors except AAV-Best1 GFP, which was capsid 7M8 (65).

### Injections.

Subretinal injections of approximately 0.3 μL AAV mixtures in PBS were made using pulled angled glass pipettes controlled by a Eppendorf Femtojet (Hamburg, Germany) as previously described (66). AAV8-hRedO-Nrf2, AAV8-CMV-Nrf2, and AAV8-hRedO-GFP-H2b was injected at 3 × 10^8^ genome copies (gc) per eye for each vector. AAV8-Best1-Nrf2 was tested with several different preparations, delivering from 2.10 × 10^8^ gc to 4.2 × 10^8^ gc per eye, and AAV27M8-Best1-GFP, which we used at 1 × 10^8^ gc per eye. We did not detect a difference in rescue between preparations or concentrations injected for AAV-Best1-Nrf2 for the ranges that we tested.

Our capsid and dosage choices were made based upon our experience with the toxicity of AAV preparations in the eye, which we previously reported (67). The RPE is sensitive to toxicity above a certain dose of AAVs, if those AAVs express in the RPE, with toxicity beginning at 5 × 10^8^ gc per eye. AAVs that use capsids that have a lower infectivity of the RPE, or AAVs that utilize photoreceptor-specific promoters (such as hRedO), cause significantly less toxicity to the RPE. We found, for instance, that at the highest doses tested (3 × 10^9^ gc/eye), photoreceptor-specific AAVs showed no toxicity to the RPE (67). For the majority of the present study, in the experimental eyes, we injected an AAV8 with a promoter active in the RPE (CMV or Best1) to drive expression of Nrf2, in combination with an AAV8 with a photoreceptor-specific promoter to express GFP in the photoreceptors for quantification of cones. The dose of AAV8 active in the RPE ranged from 2.10 × 10^8^ gc to 4.2 × 10^8^ gc per eye, below the threshold for toxicity (67). Most control eyes received a total dose of 3 × 10^8^ gc per eye of AAV8 hRedO-GFP-H2b. When AAV-Best1-Nrf2 and AAV-Best1-GFP were used in combination, we used a total dose of 3.1 × 10^8^ to 5.2 × 10^8^ per eye, with an AAV27M8 capsid for the AAV-Best1-GFP and an AAV8 capsid for the AAV-Best1-Nrf2. The AAV-27M8 capsid has a lower infectivity for the RPE and a lower toxicity to the RPE (16, 67).

### Histology.

For retinal and RPE whole mounts, enucleated eyes were processed as follows. The extraocular connective tissue and muscles were dissected from the eye, and then the RPE and retina were dissected apart for flat mounts. Tissue was fixed in 4% formaldehyde for 20 minutes at room temperature. For retinal sections, eyes were then fixed and cryoprotected in 5%, 15%, and 30% sucrose in PBS for a few hours and embedded in OCT on dry ice. Retinal sections or flat mounts were then blocked with 4% normal goat serum in PBS with 0.1% Triton X-100 for 1 hour at room temperature. Sections were incubated with primary antibodies in block solution at 4°C overnight, followed by secondary antibodies in PBS for 2 hours at room temperature. Flat mounts were incubated with primary antibodies for 2 days and with secondary antibodies for an additional 2 days. Primary antibodies included anti–cone arrestin (AB15282, MilliporeSigma), anti–glial fibrillary acidic protein (anti-GFAP; Z033401-2, DAKO), anti-GCLC (ab53179, Abcam), anti-MRP4 (ab15602, Abcam), and anti-TXNRD1 (ab16840, Abcam). Secondary antibodies include goat anti–rabbit Alexa Fluor 647 (A-21244, Thermo Fisher Scientific). During secondary incubation, tissue was incubated with Alexa Fluor 568 Phalloidin (A-12380, Thermo Fisher Scientific) to allow for imaging of the RPE cytoskeleton. Antibodies and phalloidin were diluted at 1:100.

*Imagingacquisition*. Tissue was coverslipped and imaged on a Nikon Ti inverted microscope with W1 Yokogawa spinning disk confocal using a 10× air, 20× air, or 40× oil objective. Preliminary image analysis was performed using Fiji (NIH) or Photoshop. A custom algorithm was created to detect GFP^+^ nuclei in retinal flat mounts to count cones. Briefly, this utilized Otsu’s method to binarize the nuclear cone signal, followed by a second pass to detect dimmer cones using a Laplacian of Gaussian method and, finally, fragmentation of merged objects into the number of cones based on an estimate of cone area (68). The algorithm was verified by hand-counting cones in multiple image slides. Cones were quantified across an entire retinal flat mount. Concentric circles were then drawn from the optic nerve head outwardly. The central one-third of the retina is most prone to degeneration during the time frame that we examined, whereas the peripheral cones often survive. Thus, we took the ratio of cones in the central one-third of the retina versus total number of cones in the flat mount to normalize for any variations in injection variability.

### Scanning EM.

The RPE and retina were quickly dissected apart from enucleated eyes and were fixed with 2.5% glutaraldehyde in 0.1M cacodylate buffer (pH 7.2), for 1–2 hours at room temperature. Samples were rinsed in 0.1M cacodylate buffer (pH 7.2) and then in distilled water, dehydrated in an ascending series of ethanol, and critical-point dried from liquid CO_2_ (Tousimis Autosamdri 815). Samples were then mounted on aluminum stubs with carbon conductive tabs and were sputter coated (Leica EM ACE600 sputter coater) with 5 nm platinum and observed in a field-emission scanning EM (Hitachi S-4700).

To quantify the relative surface areas of RPE cells with well-preserved apical microvilli, versus no apical processes, as well as areas of presumed RPE death, an ImageJ-based (NIH) automated method was used. Grayscale scanning EM photomicrographs were analyzed using 1000× magnification to minimize variability. Each 1000× scanning EM photomicrograph represented about 110 × 102 μm^2^ of surface area. In this study, we analyzed 13–33 scanning EM photomicrographs from each group, which included 14.5 × 10^4^ to 36.8 × 10^4^ μm^2^ of surface area at P30 and P45. Brightness and contrast were adjusted (Image → Adjust → Brightness/Contrast), and they were manually thresholded (Image → Adjust → Threshold) and converted to binary (Process → Binary) following the Histogram analysis (Analyze → Histogram). Black (level zero) pixels indicated areas with no apical processes, and white (level 255) pixels indicated microvilli. Areas of presumed RPE death were manually traced, and the number of pixels was calculated. The percentage of pixels that represented the relative surface areas of RPE cells with well-preserved microvillar membrane, RPE cells that exhibited no apical processes, and areas of RPE death were calculated as part of the total number of pixels.

*TransmissionEM*. Experimental mice were anesthetized with an i.p. injection of a ketamine-xylazine (100 mg/kg and 10 mg/kg, respectively) cocktail and were placed on a perfusion stage. Transcardial perfusion with 4% paraformaldehyde in HBSS was performed, and both eyes were enucleated. The extraocular connective tissue and muscles were dissected from the eyes, and the eyes were fixed with 2.5% glutaraldehyde in 0.1M cacodylate buffer (pH 7.2) for an additional 24 hours at 4°C. Following a triple rinse in cacodylate buffer, samples were postfixed with 1% osmium tetroxide/1.5% potassium ferrocyanide in 0.1M cacodylate buffer for 24 hours at room temperature in the dark. Samples were then washed 3 times in 0.1M cacodylate buffer (pH 7.2) and were then briefly washed in distilled water, dehydrated in an ascending series of ethanol concentrations, equilibrated in propylene oxide, and infiltrated and embedded in epoxy resin (Araldite 502/Embed-812 embedding media). Eyes were positioned in molds and polymerized in the oven at 60°C for 48 hours. The resin blocks were sectioned at 60–80 nm steps using a Reichert Ultracut S ultramicrotome. The sections were mounted on copper Formvar/Carbon-coated grids and viewed with a JEOL 1200EX microscope operating at 80 kV. Images were captured with an Advanced Microscopy Techniques camera system at 3488 × 2580 pixel resolution.

### Optomotor.

Visual acuity was determined using an OptoMotry System (CerebralMechanics Inc.) as previously described (69). All tests were performed between 9 a.m. and 2 p.m. by an experienced technician blinded to the treatment groups. Mice were placed on the platform and allowed to habituate to the chamber for 5 minutes. They were then assessed for reflexive head-tracking movements in concert with the rate of a virtual sine wave grating on the surrounding monitors, and the visual acuity threshold was determined at the highest spatial frequency (cycle/degree) when the animal stopped tracking. Testing was done with a grating of a 12°/second drifting speed and 100% contrast. The right and left eyes were tested independently, as they responded separately to counterclockwise and clockwise grating rotations, respectively (70). A staircase procedure was used, in which the observer tested low to high visual acuity. Each animal was tested for 5–15 minutes per session. Testing took place between P35 and P60.

*Transcriptomeprofiling*. The transcriptome profiling experiments were designed to maximize the use of paired comparisons between eyes of the same mouse, to decrease variation seen in degeneration or genetic background. Thus, each mouse had one eye injected with AAV-Best1-Nrf2 and AAV-Best1-GFP, and the contralateral eye injected with AAV-Best1-GFP only. Immediately after sacrifice, the eye was enucleated and the level of GFP infection was examined to verify completeness of infection. The retina was then removed, and the eyecup was quickly cleaned of connective tissue and placed in RNA Protect (Qiagen). The supernatant was then collected and purified with a RNAeasy micro column (Qiagen), adapting the protocol introduced by Xin-Zhao Wang et al. (71). Purified RPE RNA was then amplified with a Ultra Low v4 kit (Clontech, Takara Bio), and libraries were made for Illumina sequencing. A total of 6 paired replicates were used for the P20 *rd1* comparison, 4 paired replicates were used for the P40 *rd1* comparison, and 5 paired replicates were used for the P40 CD1 comparison. All samples were processed using an RNA sequencing pipeline implemented in the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org/en/latest/). Raw reads were examined for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to ensure library generation and sequencing were suitable for further analysis.

Raw reads were aligned to UCSC build mm10 of the mouse genome augmented with transcript information from Ensembl release 91 using STAR (72). Alignments were checked for evenness of coverage, rRNA content, genomic context of alignments (for example, alignments in known transcripts and introns), complexity, and other quality checks using a combination of FastQC, Qualimap, MultiQC (73), and custom tools (74). Counts of reads aligned to known genes were generated by featureCounts (75). In parallel, transcripts per million (TPM) measurements per isoform were generated by quasialignment using Salmon (76). Differential expression at the gene level was performed with DESeq2 using the counts per gene estimated from the Salmon quasialignments brought into DESeq2 by tximport (77, 78). Lists of differentially expressed genes were examined for gene ontology (GO) and KEGG term enrichment with clusterProfiler (79). In addition, a cut-off–free gene set enrichment analysis (GSEA) was performed using clusterProfiler and weighted fold change calculations from DESeq2. UpSet plots of shared differentially expressed genes, and GO terms between analyses were generated using the UpSetR R package (80). The raw results have been deposited to the GEO repository (GEO161106; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161106).

### Statistics.

Statistical analyses of cone ratios were conducted using 2-tailed paired *t* test. A *P* value of less than 0.05 was considered statistically significant. Statistical analysis of optomotor visual acuity were conducted by 2-tailed paired *t* test. A *P* value of less than 0.05 was considered statistically significant. Statistical analysis of RPE surface area with microvilli coverage were performed by 1-way ANOVA. A *P* value of less than 0.05 was considered statistically significant. Detailed statistical analyses for transcriptome analyses are specifically described in the methods for transcriptome profiling.

*Studyapproval*. All experimental procedures were approved by the IACUC at Harvard University and adhered to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research.

## Author contributions

DMW and CLC designed the studies. DMW, XJ, MVI, M. Chung, SKW, YX, HX, SRZ, and PR conducted experiments and acquired data. DMW, XJ, MVI, M. Chung, MP, EW, WX, and CLC analyzed data. DMW, MVI, M. Cicconet, and CLC provided reagents. DMW, MVI, MP, WX, and CLC wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
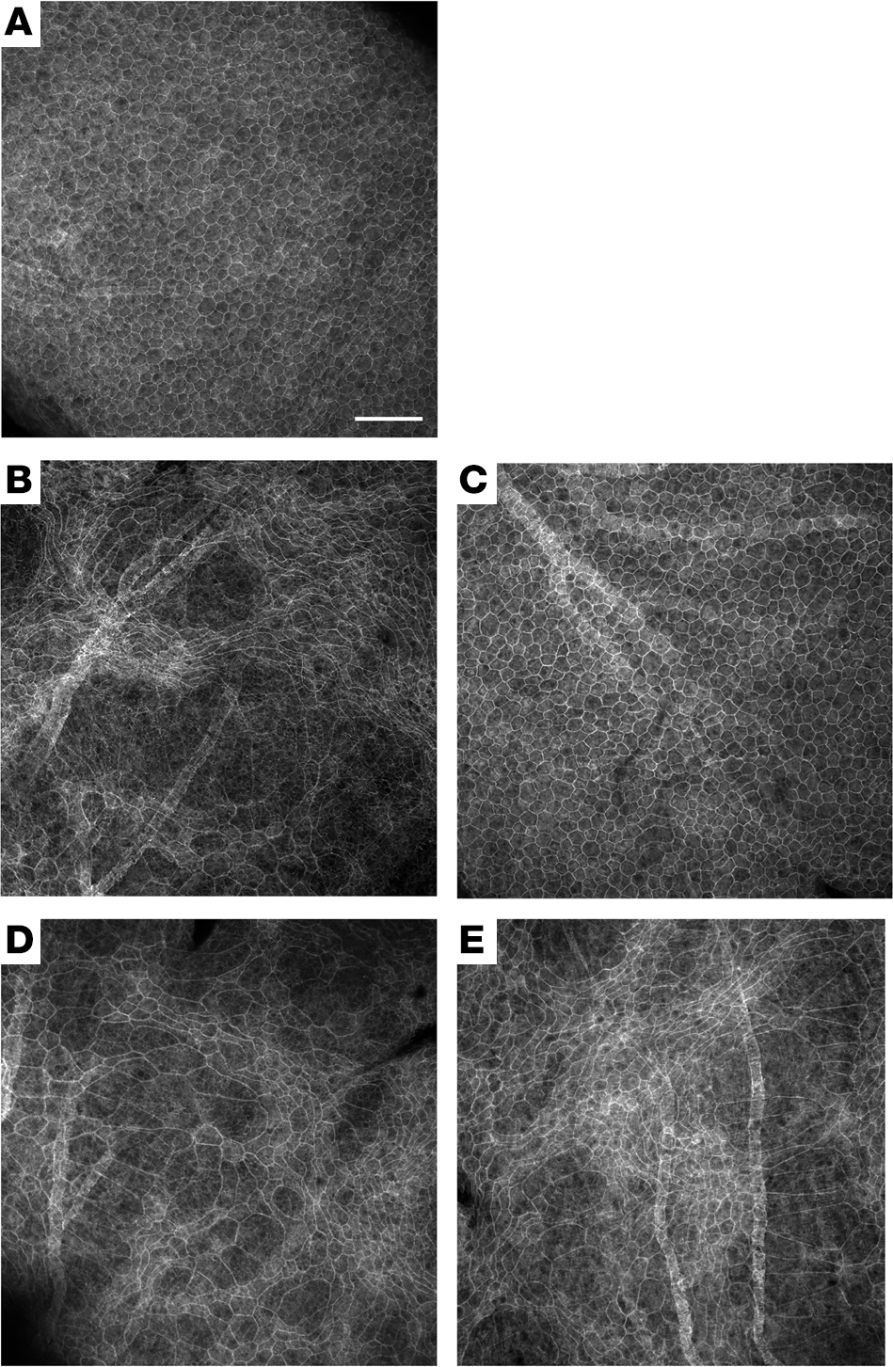
Morphological analyses of the RPE from WT mice and *rd1* mice with or without AAV-Best1-Nrf2. (**A**) An RPE flat mount from a P42 WT (CD1) mouse is shown. Phalloidin (gray) stains the F-actin belt around the circumference of individual RPE cells and shows the regular hexagonal array of this epithelial monolayer. (**B**) An RPE flat mount from a P42 *rd1* mouse that received an injection only of control virus (AAV-hRedO-H2b-GFP) at P0. (**C**) The RPE flat mount from the other eye of the same P42 *rd1* mouse as shown in **B**, following injection with AAV-Best1-Nrf2 plus AAV-hRedO-H2b-GFP. (**D**) An RPE flat mount of a P42 *rd1* mouse that received an injection of control virus (AAV-hRedO-H2b-GFP). (**E**) The RPE flat mount from the other eye of the same mouse from **D**, which received an injection of AAV-hRedO-Nrf2 plus AAV-hRedO-H2b-GFP at P0. Panels are representative of findings from *n* > 20 mice per group. Scale bar: 100 μm.

**Figure 2:**
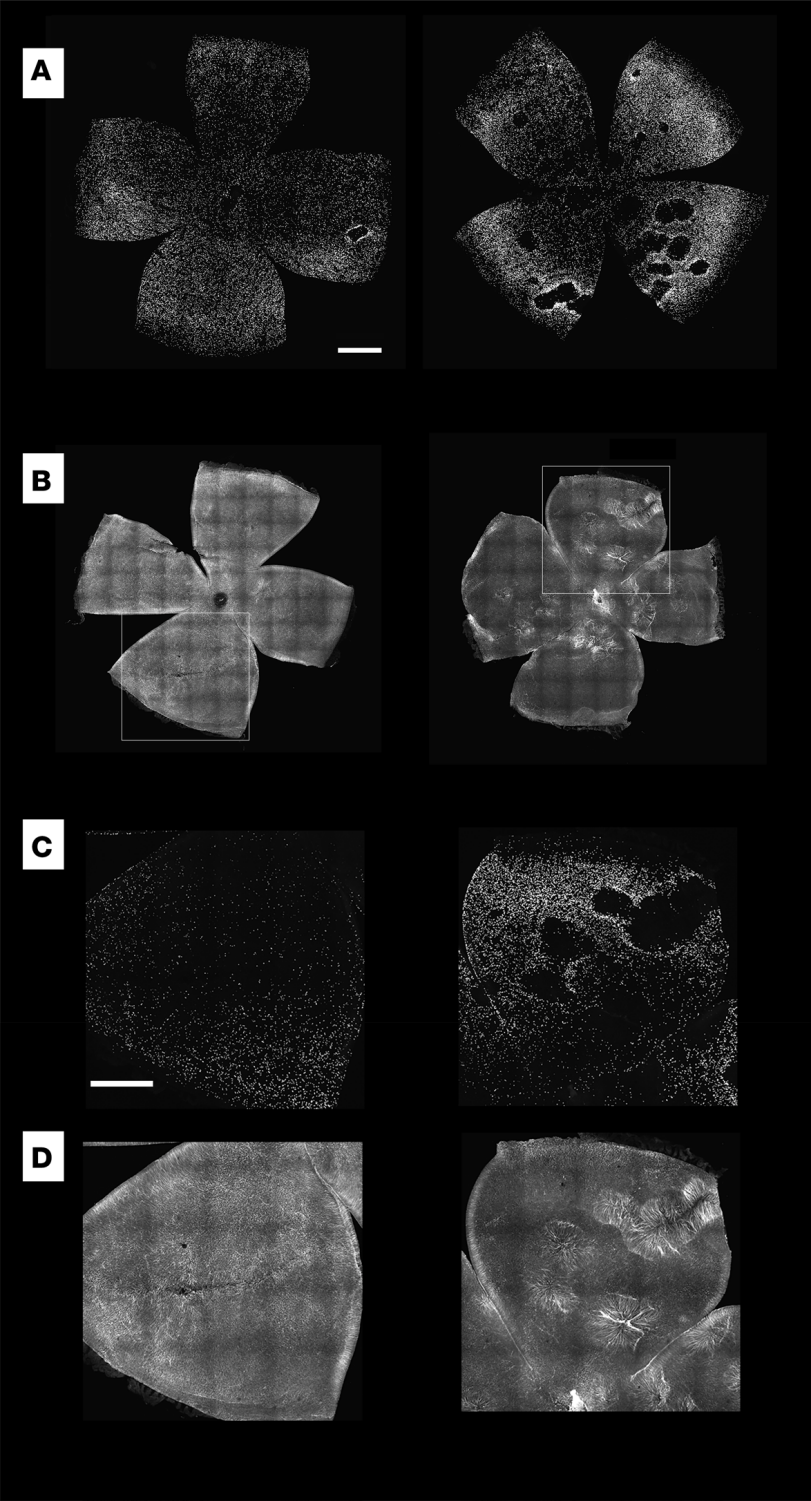
Changes in retinal structure in *rd1* mice and the effect of overexpression of Nrf2 in the RPE. (**A**) Confocal images of pairs of retina flat mounts from the right and left eyes of a P41 *rd1* mice that received a coinjection of AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP in the left eye (left panel) and control AAV-hRedO-H2b-GFP in the right eye (right panel) (*n* = 13 mice). Each point of fluorescence is the nucleus of a cone. Note the disruptions, which appear as “holes” or “craters” in the cone mosaic, particularly in the right eyes. (**B**) Confocal images of a pair of retinas from the right and left eyes of P48 *rd1* mouse, with anti-GFAP labeling, demonstrating fairly uniform GFAP distribution in the left retina from the eye that received AAV-Best1-Nrf2 but significant upregulation and distortion of the radial Muller glial fibers in areas of cone loss in the right retina from the eye that received AAV-hRedO-H2b-GFP only (*n* = 2 mice). Insets show higher magnification of these areas with GFP (**C**) and GFAP (**D**). Scale bars: 500 μm for **A** and **B**, 200 μm for **C** and **D**.

**Figure 3:**
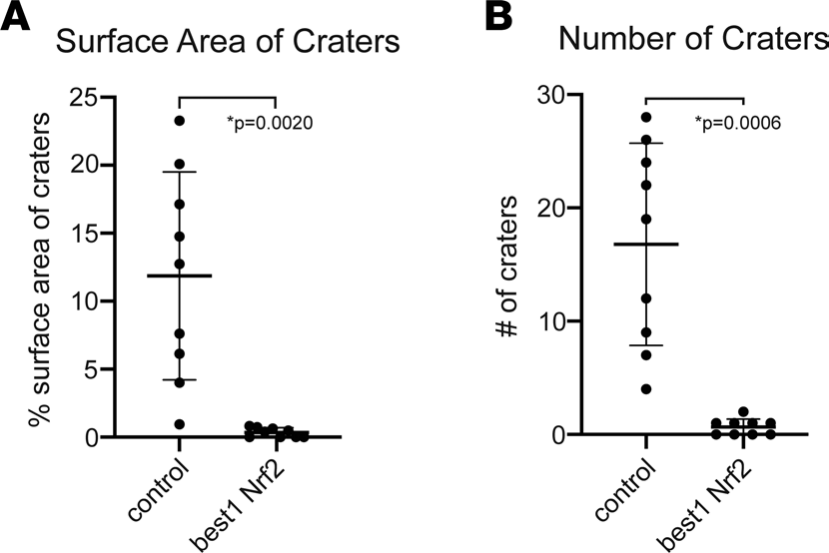
Quantitative analysis of the arrangement of cones in retinas in the presence and absence of Nrf2 overexpression in the RPE. (**A**) Plot showing the surface area of craters as a percentage of total surface area in retinal flat mounts treated with AAV-Best1-Nrf2 and AAV-hRedO-GFP-H2b compared with control (AAV-hRedO-GFP-H2b only) in P40-P60 mice. Area was measured at the outer, apical retinal surface (*n* = 9 mice). (**B**) Plot showing the number of craters counted in each retina flat mount from the same conditions (*n* = 9 mice). Data shown as mean ± SD. *P* < 0.005 by paired *t* test.

**Figure 4:**
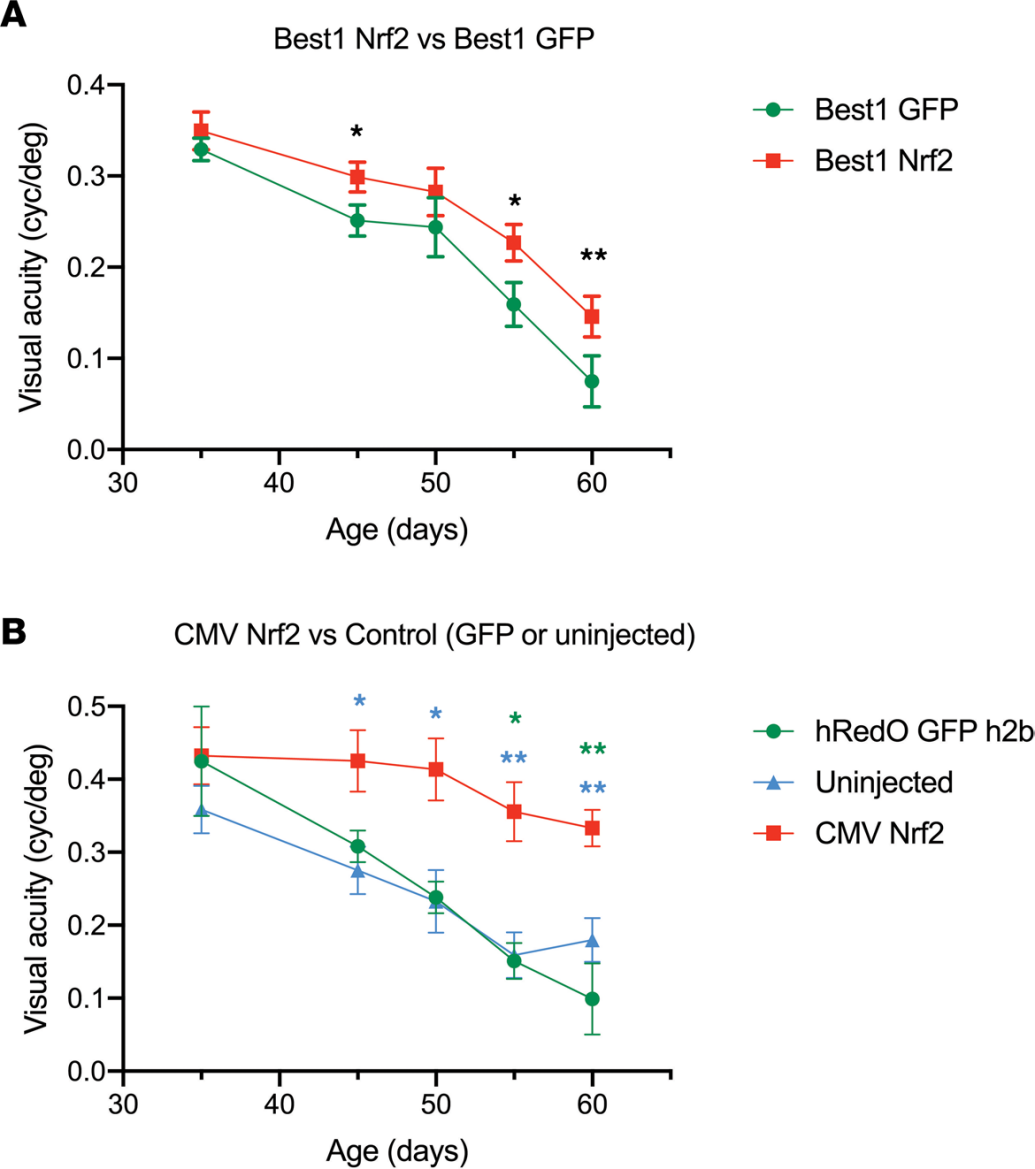
Visual acuity of *rd1* mice with and without AAV-Best1-Nrf2. (**A**) Visual acuity (measured by the optomotor assay) for *rd10* mice that were injected in one eye with AAV-Best1-Nrf2 and AAV-Best1-GFP and the other eye with AAV-Best1-GFP only (*n* = 19 mice for all time points except p50 [where only 9 of the mice were tested] and P60 [where *n* = 16 because 2 of the mice died between P55 and P60 and 1 did not cooperate with the test]). Data shown as mean ± SEM. *P<0.05 and **P<0.005 by paired *t* test. (**B**). Optomotor visual acuity for *rd10* mice that were injected in one eye with AAV-CMV-Nrf2 plus AAV-hRedO-GFP-H2b and in the other eye with AAV-hRedO-GFP-H2b or no injection. In *rd10* mice, eyes injected with AAV-hRedO-GFP-H2b and uninjected eyes were shown to have no difference in visual acuity between P45 and P60 in previously published work; therefore, both were used as controls (81) (*n* = 14 mice; one eye injected with AAV-CMV-Nrf2 and the contralateral eye injected with AAV-hRedO-GFP h2b [*n* = 3] or uninjected [*n* = 11] for all time points except P60, where *n* = 13 mice because 1 mouse developed a cataract and was excluded). Data shown as mean ± SEM. *P<0.05 and **P<0.005 by 1-way ANOVA (green asterisk indicates AAV-CMV-Nrf2 versus AAV-hRedO-GFP-H2b comparison, and blue asterisk indicates AAV-CMV-Nrf2 versus uninjected comparison).

**Figure 5:**
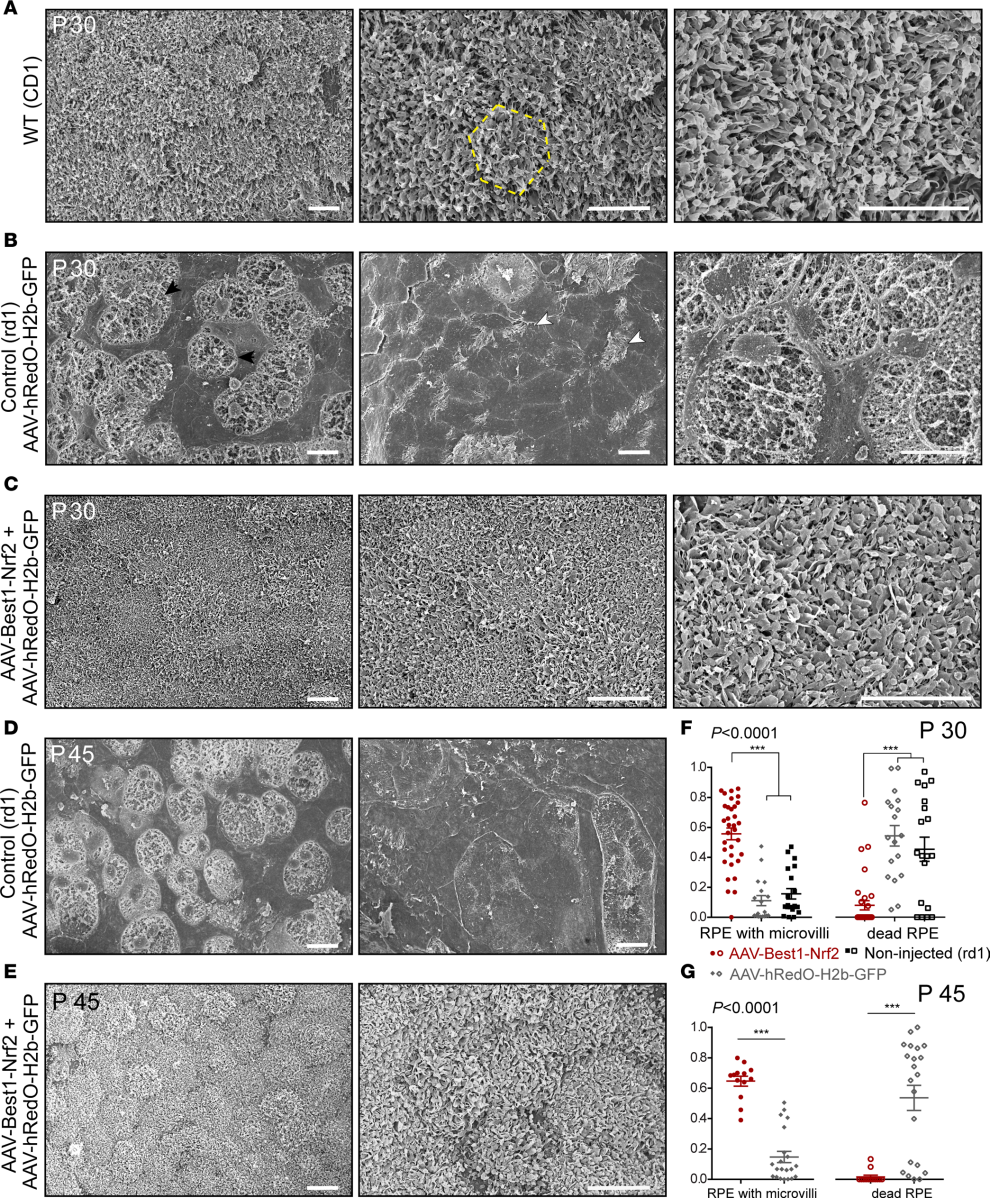
Scanning EM analysis of RPE from WT, *rd1*, and *rd1* mice rescued with AAV-Best1-Nrf2. (**A**) Representative scanning EM photomicrographs of P30 RPE flat mounts from a WT (CD1) mice (*n* = 3). RPE cells were uniform in size and shape and formed a hexagonal array of cells within the flat mount (left panel). The yellow hexagonal outline designates a single cell (middle panel). Extensive long processes formed a dense carpet of microvilli across the entire apical surface of the RPE (right panel). (**B**) Representative scanning EM photomicrographs of a P30 RPE flat mount from an *rd1* retina injected with AAV-hRedO-H2b-GFP (*n* = 5). Cells were highly variable in size and shape (left panel). Large cells exhibited no apical processes with smooth apical surfaces, and cells had short apical processes (middle panel, white arrowheads). There were large areas of deterioration noted in the entire flat mount where the cells appear to have died, as indicated by cellular debris (left panel, black arrowheads; middle panel, white arrowheads). (**C**) Representative scanning EM photomicrographs of P30 RPE flat mount from retinas *rd1* coinjected with AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP (*n* = 3). Uniform geometry of polygonal RPE with dense carpet of intact microvilli. (**D**) Representative scanning EM photomicrographs of P45 RPE flat mount from *rd1* eyes injected with AAV-hRedO-H2b-GFP (*n* = 3). Cells were highly variable in size and shape, and there were large areas of cellular debris (left panel). Cells exhibited no apical processes with smooth apical surfaces (right panel). (**E**) Representative scanning EM photomicrographs of P45 RPE flat mount from retinas *rd1* coinjected with AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP (*n* = 3). Polygonal RPE with well-preserved microvilli remained intact at P45. Scale bars: 10 μm. (**F**) Quantification of fraction of RPE surface area at P30 with well-preserved microvilli and areas of RPE with no apparent live RPE cells, injected with AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP at P1 or noninjected (*n* = 3–5 mice/group). (**G**) Quantification of fraction of RPE surface area at P45 with well-preserved microvilli and areas of RPE with no apparent live RPE cells, injected with AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP at P1 (*n* = 3 mice/group). Data shown as mean ± SEM. ***P<0.0001 by 1-way ANOVA.

**Figure 6:**
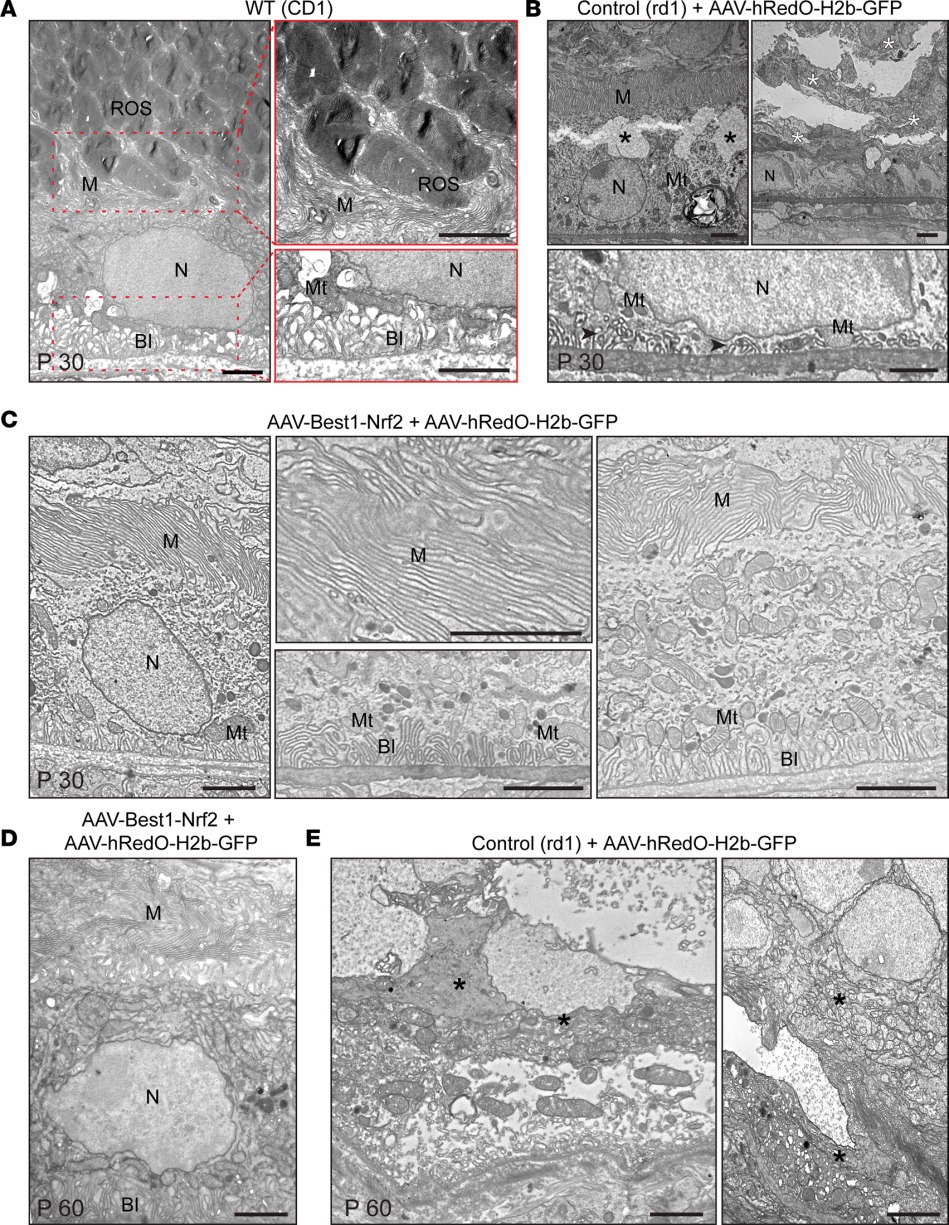
Transmission electron microscopic analysis of RPE and photoreceptor interface in treated and untreated eyes. (**A**) Representative TEM photomicrographs of P30 RPE from a WT retina (left panel) (*n* = 3). Carpet-like microvilli formed clusters or single villi oriented toward and between ROS at the apical RPE (right top panel). Infoldings of the basal membrane can be seen in the (left bottom panel). (**B**) Representative TEM photomicrographs of P30 RPE from an *rd1* mouse injected at P1 with AAV-hRedO-H2b-GFP (*n* = 4). Degenerative changes in the RPE can be seen, including vacuolization in the cytoplasm in the apical region (left top panel, black asterisks), a reduced number of shortened infoldings (black arrowheads) and mitochondria in the basal region (bottom panel), and areas containing cellular debris and dead RPE cells (right top panel, white asterisks). (**C**) Representative TEM photomicrographs of P30 RPE from an *rd1* mouse injected at P1 with AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP (*n* = 3). Microvilli appeared to form a compact barrier between the RPE and inner retina (left and right panel). The basal infolding region had parallel and long microvilli surrounded by mitochondria (middle bottom panel). (**D**) Representative TEM photomicrographs of P60 RPE from an *rd1* mouse injected at P1 with AAV-Best1-Nrf2 and AAV-hRedO-H2b-GFP (*n* = 3). (**E**) Representative TEM photomicrographs of P60 RPE from an *rd1* mouse injected at P1 with AAV-hRedO-H2b-GFP shows RPE death and cellular debris (black asterisks) (*n* = 3). BI, basal infoldings; M, microvilli; Mt, mitochondria; N, nucleus; ROS, rod outer segment. Scale bars: 2 μm.

**Figure 7:**
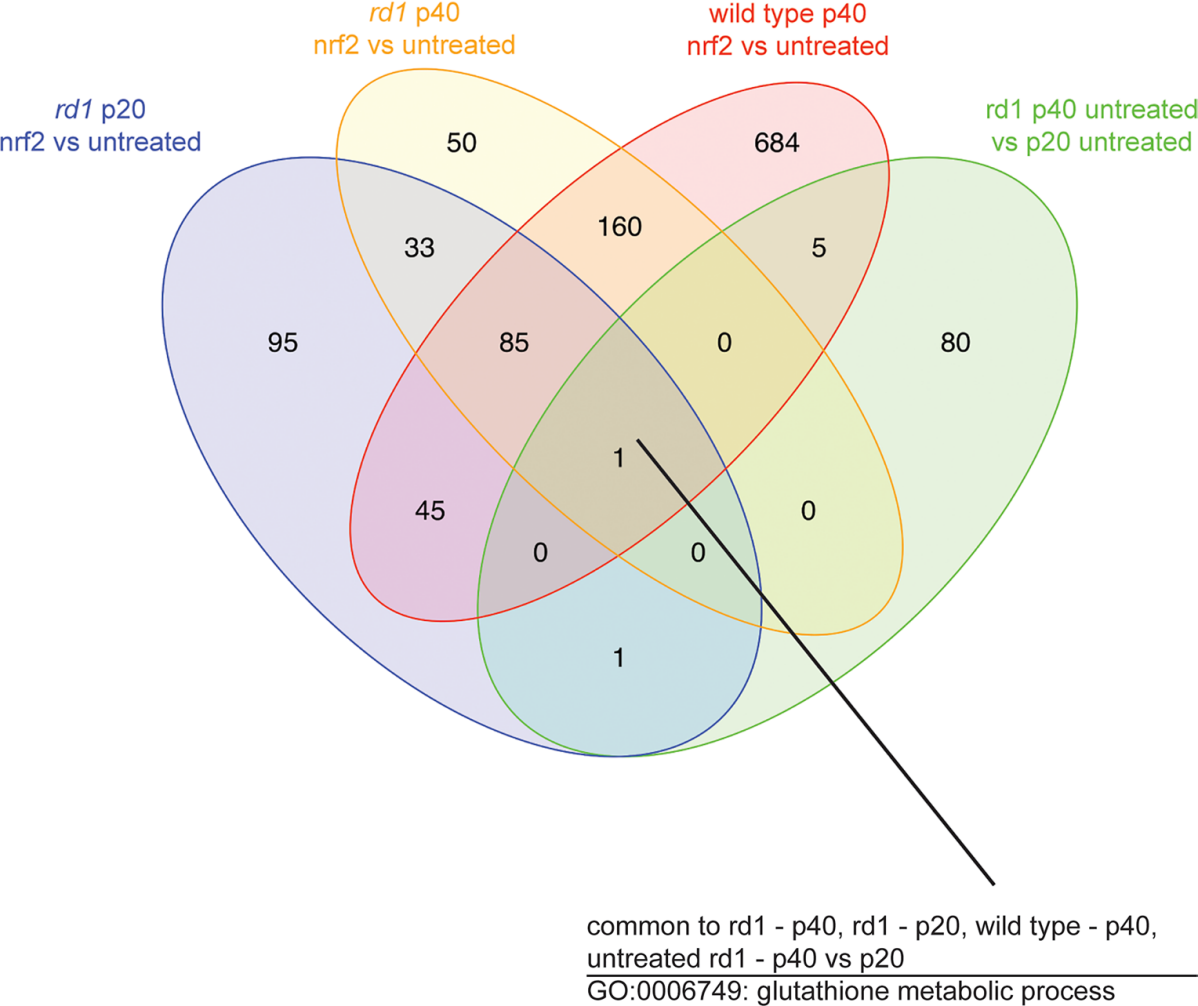
Transcriptional profiling of RPE from WT and *rd1* mice with or without overexpression of Nrf2. Venn diagram showing the number of gene ontology (GO) terms for biologic processes overrepresented in each comparison and the number of biological processes shared across the different comparisons. The number within each overlapped area denotes the number of shared biological processes between each overlapped comparison. A single GO term, glutathione metabolism, was overrepresented in all comparisons (all 3 comparisons that involved Nrf2 overexpression, as well as untreated P20 versus P40 *rd1* mice) (*n* = 6 mice for p20, 4 mice for p40 rd1, and 5 mice for p40 WT)

**Figure 8:**
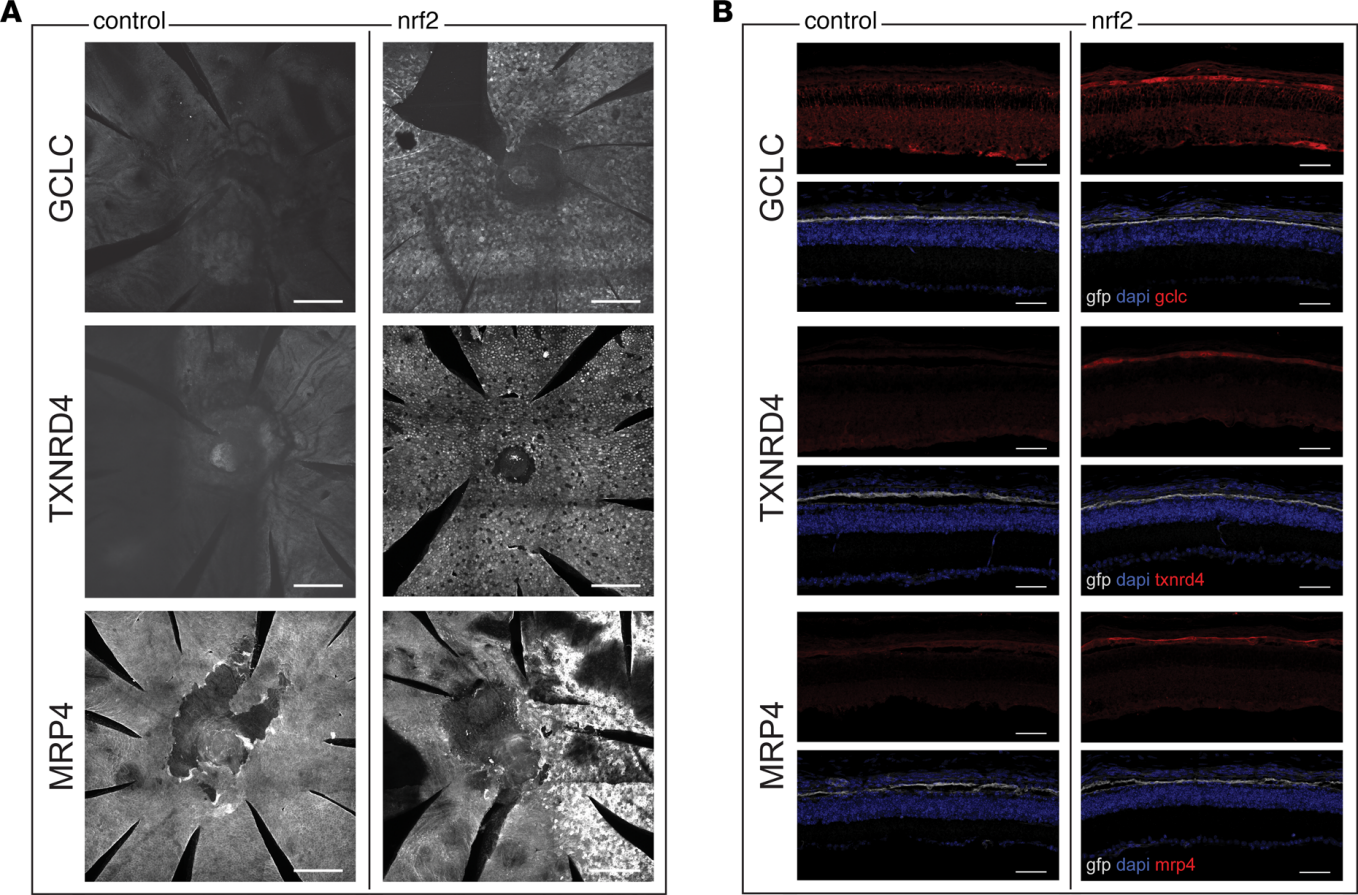
IHC for DE genes from transcriptional profiling. (**A**) RPE flat mounts showing staining for antibodies against GCLC, TXNRD1, or MRP4. Each row shows flat mounts from pairs of left and right eyes from a P40 *rd1* mouse (1 pair per antibody). In the left eyes, only a control AAV-hRedO-GFP was injected. In the right eyes, the eye was also injected with AAV-Best1-Nrf2. Staining was absent in the eyes on the left-hand side, which did not have overexpression of Nrf2. In the pair of eyes stained with MRP4, only the right half of the eye was infected with Nrf2. Scale bars: 200 μm. (**B**) Sections from pairs of left and right eyes from P40 *rd1* mice. In the left eyes, only a control virus, AAV-Best1-GFP was injected. In the right eye, the eye was also injected with AAV-Best1-Nrf2. Selective expression of GFP showing the RPE layer was seen in both eyes (*n* = 2 per antibody). Scale bars: 50 μm.

How the deposited data were processed for this re-analysis (not part of the article)

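Estimated counts from RPE RNA of both eyes of 16 *rd1* mice were processed, 7 mice at P20 and 9 at P40. According to the methods, the authors amplified the RNA, aligned the reads with STAR and counted them with featureCounts, and in parallel obtained estimates per isoform with Salmon, which tximport brought into DESeq2 as estimated counts per gene. The deposited values are estimated counts per gene, already rounded to whole numbers by the authors and not normalized for library size, transcript length, or GC content. The versions of these tools are not stated, and that the deposited estimated counts are those of Salmon rather than of featureCounts was inferred from the set of genes listed. Of the 34453 rows, 34401 had a gene symbol, 4268 had no count in any of the 32 libraries, and 1 was the human gene of the transgene. Symbols and coordinates were taken from an annotation of GRCm38.

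The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr, library sizes were normalized with TMM, and each gene was tested with the quasi-likelihood test without robust dispersion. *P* values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, with a threshold of 0.05. The comparisons were Nrf2 eyes with control eyes at each age, P40 with P20 in control eyes and in Nrf2 eyes, and the difference of the Nrf2 effect between the ages over all 32 libraries. The standard error was derived from the log2 fold change and the F statistic. Differences between the eyes of a mouse were taken on log2 CPM with a prior count of 2. A library at 3 counts or fewer was treated as being at the floor, which was between 0.0594 and 0.181 CPM.

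The pairing of the eyes comes from the labels and from the methods. Across all genes, the deviations of the 2 eyes of a mouse from their group means correlated with a mean r of 0.0213 at P20 and 0.0990 at P40, against −0.000519 and −0.00632 between eyes of different mice, and 3 mice at each age had an r over 0.1.

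Changes of gene lists were fitted to log2 CPM in linear models with limma and tested with camera, with a preset correlation between genes of 0.01, and with fry and an estimated correlation beside it. The lists were those of glutathione metabolism, 6 glutathione genes (5 that the paper names, and *Ggt1*, chosen here for γ-glutamyl transpeptidase), thioredoxin, superoxide dismutases and catalase, the pentose phosphate pathway, Nrf2 targets, interferon response, genes of the sex chromosomes, and markers of rods, cones, RPE, macrophages, endothelium, fibroblasts, muscle, blood, Müller glia, melanocytes, and the inner retina. The genes named are those that the paper names, or whose enzymes it names, for its transcriptome, and mouse *Nfe2l2*, and for each comparison the 5 largest increases and the 5 largest decreases among genes past the threshold. For the latter, a mean log2 CPM of at least 2 was required, with the same direction in every pair or, between the ages, no overlap of the groups. A gene named outside this rule is marked as singled out after its values were seen.

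The samples, the comparisons and tests, 18 of the 19 lists, the rule for named genes, and most alternatives were chosen before the data were examined. These alternatives were DESeq2, limma voom with quality weights per library, RLE normalization, no filter, a filter of at least 10 counts in every library, an adjusted *P* value under 0.1, a fold change of at least 2, fits with or without a block, one fit over all 32 eyes, the number of pairs of the study, leaving out each mouse or eye in turn, and separate mice for the Nrf2 effect and for age. The list of the inner retina was added afterwards, as were robust dispersion, a correction for transcript length and GC content as a spline per library, the transgene as a covariate, and fits without P20 mice 3 and 4. For each comparison, other assignments of the labels to the eyes were also fitted, all 64 for Nrf2 at P20, and draws of 100, or of 40 for the difference between the ages, elsewhere.

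The tests were run first on simulated data, drawn from the means and library sizes of the real libraries, with 200 genes changed 4-fold. At P20, edgeR recovered 83.0% of these genes with 10 false calls (5.68% of its calls), DESeq2 95.5% with 97 false calls (33.7%), and limma voom 86.5% with 14 false calls (7.49%). edgeR recovered 87.5% at P40, 91.0% between the ages in control eyes, 83.0% between the ages in Nrf2 eyes, and 69.0% for the difference of the Nrf2 effect between the ages. With a trend of transcript length added to simulated counts, false calls numbered 1682 without and 3 with the correction. The simulated trend was equal in every P40 library and used the same transcript lengths as the correction. It therefore does not show how well the correction clears the real trend. A library split at random into 2 had a squared difference of 1.00 times that of sampling noise, and a mixture holding 10% of an Nrf2 library was estimated at 8.85%.

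Left out were the comparison in WT mice, since no library analysed was labelled as WT, and the enrichment of GO terms, whose gene sets were not used here. No term for the sequencing run could be fitted. The strain of the P40 mice was taken from the labels, and a test of it is not reported here.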

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

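Every test of an explanation in this part was chosen only after the result it concerns had been seen. Among 228 groups, each the 7 or 9 libraries of a condition with 1 measure, 54 had a highest or lowest library whose gap to the nearest other, divided by the range, exceeded Dixon's 95% critical value. By chance, about 1 in 20 would do so, or 11.4 groups. Control eyes at P20 accounted for 15 of them, 12 of these in mouse 3, Nrf2 eyes at P20 for 9, control eyes at P40 for 12, and Nrf2 eyes at P40 for 18. Genes that move together are not independent measures, so the excess over chance is not a test.

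The library labelled control of P20 mouse 3 stood far above the other control eyes in the transgene (1098 CPM) and in *Gclc* (544 CPM), *Gclm* (313 CPM), *Gss* (76.8 CPM), *Gsr* (130.5 CPM), *Txnrd1* (461 CPM), *Abcc4* (168 CPM), *Gstm1* (871 CPM), *Fbxo2* (77.1 CPM), *Acox2* (31.6 CPM), *Layn* (4.32 CPM), and *Srxn1* (444 CPM), all of which rise with Nrf2. If RNA of Nrf2-treated tissue had been mixed into control RNA, the transgene and its targets should give 1 common share of the library of the other eye. These shares were computed for all 16 mice. In P20 mouse 5, the transgene gave 3.21% and 12 target genes a median of 2.99%, with single genes from −10.6% to 9.75%. In P20 mouse 4, the shares differed, with 6.13% and a median of −2.01%. In the library labelled control of P20 mouse 3, the transgene gave 14.6%, and the 12 target genes gave a median of 13.7% (11.1% to 17.6%). A mixture is therefore a candidate explanation for it, and the test could have come out otherwise. A mixture of RNA and a spread of the virus to part of the control eye would give the same shares and were not separated. This library and the library labelled Nrf2 of P20 mouse 4 nearly coincided, with a squared difference of 7.65 times that of sampling noise, against 52.1 or more for all other pairs and a median of 469 over the 496 pairs. A library split at random gave 1.00 on simulated data, which argues against reads of 1 library divided purely at random between files. The simulation holds no difference between sequencing runs, so it cannot decide whether 1 library was sequenced in 2 runs. The distance of the other pairs argues against a chance likeness of separate eyes. The closest of them, from different mice in the same condition, was 52.1 apart, and the 2 eyes of 1 mouse, which differ in treatment, were at least 275 apart. RNA of 1 eye in both libraries needs the same level of the transgene in both, and the ratio was 1.01. These levels had already been seen, so the ratio adds no support, and RNA of 1 eye stays a candidate explanation. Which eye it would be stays open, because every library is from a male mouse (*Ddx3y* had at least 597 counts in each), so that sex does not separate the mice.

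The library labelled Nrf2 of P20 mouse 4 was the highest of the Nrf2 eyes at P20 in *Rpe65* (992 CPM), *Fam19a3* (22.3 CPM), and *Sult1c1* (45.0 CPM), which are lower with Nrf2, and it had the lowest transgene level of them. Exchanged labels of the 2 eyes of this mouse are excluded, since the transgene was 16.3 times as high in the library labelled Nrf2 as in the library labelled control. RNA shared with the library labelled control of P20 mouse 3, as above, may account for the pattern. Weaker transduction of this eye is a hypothesis that was not tested.

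Photoreceptor genes stood out in 2 libraries of Nrf2 eyes. At P20, mouse 2 was highest in *Opn1sw* (12.3 CPM), *Sag* (33.8 CPM), *Arr3* (16.6 CPM), *Aipl1* (5.32 CPM), and *Opn1mw* (4.93 CPM). At P40, mouse 6 was highest in *Opn1sw* (33.8 CPM), *Sag* (31.3 CPM), *Arr3* (22.1 CPM), *Aipl1* (9.60 CPM), and *Opn1mw* (19.4 CPM), and also in *Kcne2* (24.6 CPM) and *Ccnb1ip1* (28.2 CPM). Neural retina left on the RPE would raise genes of the inner retina too. These lay 3.72 above the median of the group on the log2 scale in P20 mouse 2, against 0.57 in the next library, and 5.68 above it in P40 mouse 6, against 3.32 in mouse 2. Retina carried along with the RPE is therefore a candidate explanation in both libraries. Of the 15 genes of the inner retina, 14 were over 1 CPM in control eyes at P40, so the list is not free of background.

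In control eyes at P40, mouse 9 was highest in *Arr3* (401 CPM), *Aipl1* (149 CPM), and *Opn1mw* (503 CPM). No explanation was tested for it.

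Both libraries of P40 mouse 3 stood above the other mice in *Mt2* (2545 CPM in the control eye and 2501 CPM in the Nrf2 eye), *H2afj* (935 and 1793 CPM), *Anapc13* (589 and 2285 CPM), and *Serpine3* (404.3 and 126 CPM). Its Nrf2 eye was also highest in *Nfe2l2* (186 CPM), *Sod1* (435 CPM), *Taldo1* (5369.8 CPM), *Rpe65* (777 CPM), and *Sult1c1* (137 CPM). After correction of a trend with transcript length and GC content, 11 of these 13 measures were still beyond the critical value, so that trend is excluded as the whole cause. In both libraries, the 100 most abundant genes took the largest share of the counts in their group (36.6% and 37.2%), with the lowest TMM factors (0.803 and 0.685), and the deviations of the 2 eyes correlated with an r of 0.62. A difference in the handling of this mouse or its RNA and a difference of the animal itself remain open, as do reads of pseudogenes counted with *Mt2*, *H2afj*, and *Anapc13*, and none of these was tested.

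In P40 mouse 8, the control eye was highest in the transgene (99.2 CPM), *Nfe2l2* (132 CPM), and *Taldo1* (2406 CPM), and the Nrf2 eye in *Gpx1* (1549 CPM) and *Gpx2* (1.22 CPM). The remaining single values were *Eln* in the Nrf2 eye of P20 mouse 1 (78.8 CPM), the rank correlation of counts with transcript length in the control eye of P20 mouse 1 (0.442), *Sod3* in the control eye of P20 mouse 6, which was the lowest (11.8 CPM), *Gpx2* in that eye (0.957 CPM) and in the control eye of P40 mouse 7 (0.930 CPM), and *Col4a2* in the control eye of P40 mouse 1 (24.0 CPM). For the transgene in the control eye of P40 mouse 8, the shares of a mixture were computed. The transgene gave 3.09%, and 12 target genes gave a median of 1.57% (−34.9% to 26.7%), a spread too wide to decide. No explanation was tested for the other values in this paragraph.

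The effect of Nrf2 on *Serpine3* differed between the ages by −3.08 on the log2 scale (interaction, adjusted *P* = 0.00347 from edgeR, and from 1.46e-12 to 0.0198 over its alternatives). It was 1.21 at P20 (adjusted *P* = 0.0899; higher in 6 of 7 pairs, all but that of the library labelled Nrf2 of mouse 4) and −1.87 at P40 (adjusted *P* = 9.97e-05; lower in 9 of 9 pairs). A trend with transcript length and GC content is excluded as the cause, since the difference was −3.05 after its correction. Age coincides with the mice used and may coincide with the sequencing run, so a difference between runs cannot be told apart from one between ages in the levels, although both eyes of a mouse enter each effect. Other assignments of the eyes gave as many such genes in 2 of 40 cases, the real one included, but a count of 1 gene separates them poorly. The smallest adjusted *P* value of the real assignment was the lowest of the 40 (the next was 0.0196), and the differences between the eyes did not overlap between the ages (−0.32 to 2.55 at P20 and −2.55 to −1.18 at P40). A change of the Nrf2 effect as the degeneration advances is a hypothesis that was not tested.

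Cone genes, which the paper does not discuss in these data, were lower with Nrf2 at P40, with a median log2 fold change of −3.98 (camera, adjusted *P* = 2.74e-14) and all 8 genes past the threshold. The most abundant, *Pde6h*, had 354 ± 381 CPM in control eyes and 15.0 ± 32.2 CPM in Nrf2 eyes. All 8 were over 1 CPM in control eyes, 3 are among the largest changes named here, and 0 are in another list. At P20, the median was −2.92 (adjusted *P* = 1.78e-06, and *P* = 0.0891 with an estimated correlation), with 2 of the 8 genes past the threshold. A trend with transcript length and GC content is excluded, since all 8 stayed past the threshold after its correction. Less RNA of the whole neural retina would lower the genes of the inner retina too. The cone genes fell further than these, by a mean difference of −3.74 in 9 of 9 pairs (exact sign-flip *P* = 0.00391, the smallest possible). At P20, the mean difference was −1.39 (6 of 7 pairs, exact sign-flip *P* = 0.0312). Of the 15 genes of the inner retina, 14 were over 1 CPM in control eyes at P40. Background in that list would not fall with the retina, so the test cannot exclude less retinal RNA. Fewer cone fragments adhering to the RPE of Nrf2 eyes, or lower levels in such fragments, may explain the pattern, and neither hypothesis was tested.

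Macrophage genes were higher with Nrf2 at P40, with a median log2 fold change of 1.64 (camera, adjusted *P* = 1.38e-10), and 8 of 12 passed the threshold, all higher. The most abundant, *Csf1r*, went the other way, with 140 ± 124 CPM in control eyes and 62.7 ± 35.3 CPM in Nrf2 eyes (log2 fold change −0.99, adjusted *P* = 0.0902). All 12 were over 1 CPM in control eyes at P40, and none is in another list. At P20, the median was 1.06 (adjusted *P* = 0.00543, and *P* = 0.352 with an estimated correlation), with 0 of the 12 genes past the threshold and 0 under the threshold even with adjustment over the list alone. A lower share of RPE RNA would raise the genes of other cells alike. It is excluded as the whole cause, since the macrophage genes rose more than the endothelial genes, by 1.52 in 9 of 9 pairs (exact *P* = 0.00391), and more than the melanocyte genes, by 1.58. Fibroblast genes, not compared in this way, rose at P40 (median 0.56, camera, adjusted *P* = 0.0188), so a part of the rise stays open. At P20, the difference from the endothelial genes was 1.41 in 6 of 7 pairs (exact sign-flip *P* = 0.0781). A trend with transcript length and GC content is excluded, since the same 8 genes were past the threshold after its correction, while *Csf1r* then passed it as lower. More macrophages on the RPE or another state of them may explain the rise, although more cells alone would also have raised *Csf1r*, and neither hypothesis was tested.

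*Rpe65* was singled out after its values were seen. It fell by 2.82 on the log2 scale with Nrf2 at P40. Of the 12 RPE genes, 9 were lower and 3 higher at P40, with a median of −0.80 (camera, adjusted *P* = 1.62e-05, and *P* = 0.101 with an estimated correlation), and 6 were past the threshold, all lower. At P20, the median was −0.17 (adjusted *P* = 0.486). The most abundant, *Ttr*, had 13634 ± 13484 CPM in control eyes and 19412 ± 19228 CPM in Nrf2 eyes, and 2 of the 12 genes are in another list. Because *Rpe65* is the lowest gene of its list, that it fell further than the others is fixed by the choice, but how far the others fell is not. A lower share of RPE RNA as the whole cause needs the 10 other RPE genes compared to fall as far, and their median changed by −0.81 ± 0.60 over the pairs at P40 (−1.81 to −0.015) and by −0.11 ± 0.72 at P20, against −2.78 and −2.16 for *Rpe65*. That share is therefore excluded as the whole cause, and it may account for a part at P40. A trend with transcript length and GC content is excluded, since the log2 fold change was −2.78 after its correction. A lower level of *Rpe65* RNA in RPE cells with Nrf2 is a hypothesis that was not tested.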

How the results depend on the processing

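Of the alternatives, robust dispersion, the correction for transcript length and GC content, the transgene as a covariate, and the fits without P20 mice 3 and 4 or without mouse 3 were chosen only after results had been seen. Over the 116 genes and comparisons named, 2364 alternative values were computed, of which 2117 kept their direction and their side of the threshold, 167 fell below it, 30 rose past it, and 50 changed sign. Leaving out 1 mouse or eye accounted for 121, 6, and 25 of these changes, the other alternatives for 46, 24, and 25. Robust dispersion changed none of the 116. Where no cause is named here, the cause was not tested.

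The glutathione list was higher with Nrf2 and past the threshold under every alternative run, with median log2 fold changes from 0.64 to 0.80 at P20 and from 0.73 to 1.05 at P40 across the fits that each left out 1 mouse. With age in control eyes, its median was 0.31, from 0.18 to 0.40 across the 16 fits that each left out 1 eye. The list did not pass the threshold with an estimated correlation between genes (0.31, *P* = 0.178). It reversed to −0.33 with the list of *Gclc*, *Gclm*, *Gss*, *Ggt1*, *Slc7a11*, and *Gsr* alone, which is a part of the list by construction.

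The number of genes with Nrf2 at P20 (556) was 1025 at an adjusted *P* value under 0.1 and 323 with a fold change of at least 2, which relax and tighten the threshold by construction. It was 1903 with DESeq2, 2553 with limma voom, 1093 without the block for the mouse, 348 without a filter, where more genes are tested, and 163 as the median of the 7 fits of 6 pairs. Across those 7 fits it was from 111 without mouse 7 to 1999 without mouse 4. DESeq2 gave 1217 higher and 686 lower, against 477 and 79 with edgeR. At P40 (762), it was 1459 with DESeq2, 1323 with limma voom, and a median of 71.5 in 100 draws of 4 pairs, which hold fewer mice by construction (0 to 728, with 0 in 12 draws). Across the 9 fits that each left out 1 mouse, it was from 521 to 997.

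The number of genes between P40 and P20 in control eyes (2483) was 4772 at an adjusted *P* value under 0.1, 1266 with a fold change of at least 2, 4321 with DESeq2, 3736 with limma voom (1619 higher and 2117 lower), 914 without a filter (295 higher and 619 lower), and 1421 with the correction for transcript length and GC content. Across the 16 fits that each left out 1 eye, it was from 473 without P20 mouse 5 to 4273 without P40 mouse 1. In Nrf2 eyes (84), it was 264 at an adjusted *P* value under 0.1, 1875 with DESeq2, 2210 with limma voom, 31 without a filter, 496 in one fit over all 32 eyes, and 20 without P20 mice 3 and 4. It was from 21 without P20 mouse 6 to 190 without P40 mouse 2 across the fits that each left out 1 eye. DESeq2 gave 1209 higher and 666 lower, against 28 and 56 with edgeR. With the replicate number as a block across the ages, 59 genes were left in control eyes and 3 in Nrf2 eyes. The numbers name different mice, and the deviations of libraries with the same number correlated with a mean r of −0.0707 in control eyes and −0.00167 in Nrf2 eyes, so the block takes up degrees of freedom without pairing the libraries.

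The difference of the Nrf2 effect between the ages was found for 1 gene in each of the 16 fits that left out 1 mouse, and for 10 genes with DESeq2, 2 higher and 8 lower. Genes that Nrf2 and age changed in opposite directions numbered 16, and 15 with RLE normalization. Their number was 0 with different mice for the Nrf2 effect and for age, with 570 and 1244 genes at an unadjusted *P* value under 0.05 for Nrf2 in those fits. It was 27 with Nrf2 at P20 alone and 69 with Nrf2 at P40 alone, where 1 condition fewer is required, and 79 with DESeq2. With the correction for transcript length and GC content it was 9, without P20 mouse 3 it was 1, and without P20 mice 3 and 4 for Nrf2 and mouse 3 for age it was 7, or 6 with that correction added. Of the 16 genes, the 9 held only *Fhl3*, *Madcam1*, *Slc22a23*, *Slc7a11*, *Sult1c1*, and *Tbcel*. The 1 was *Tbcel*, and the 7 held only *Map1a*, *Slc22a23*, *Sult1c1*, and *Tbcel* of them. The 6 held only *Erlec1*, *Slc22a23*, *Sult1c1*, and *Tbcel*. *Gclc*, *Txnrd1*, *Srxn1*, *Pgd*, and *Abcc4* were in none of these sets. DESeq2 moved the median log2 fold change of all genes by 0.11 with Nrf2 at P20, by 0.10 with age in control eyes, and by −0.12 for the difference between the ages, and no filter moved it by −0.12 with age in Nrf2 eyes.

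None of the single genes that changed sign had passed the threshold in that comparison. With Nrf2 at P20, *Ggt7* was −0.67 with limma voom and −0.71 without the block, *Gpx7* was −0.017 with limma voom, and *Sod3* was 0.043 with the correction for length and GC content and 0.11 without mice 3 and 4. *Txn2* was 0.0067 with DESeq2, 0.0071 with RLE normalization, 0.036 with limma voom, 0.017 with that correction, 0.0018 without the block, 0.0245 in one fit over all 32 eyes, and 0.012 without mice 3 and 4. At P40, *Gpx2* was −0.27 with limma voom and *Gpx7* was 0.022 in one fit over all 32 eyes. With age in control eyes, *Ggt1* was 0.0020 with RLE normalization, 0.011 with limma voom, 0.075 with the correction for length and GC content, and 0.025 with a block. *Ggt7* was 0.080 with limma voom, *Gpx7* was −0.028 without a filter, −0.083 with limma voom, and −0.26 with that correction, and *Gpx8* was −0.46 with it. *Cat* was −0.00069 with limma voom and −0.12 with the transgene as a covariate.

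Across the fits that each left out 1 mouse or eye, the log2 fold change with Nrf2 at P20 was from −0.16 to 0.77 for *Ggt7*, −0.59 to 0.046 for *Gpx3*, −0.016 to 0.13 for *Gpx7*, −0.35 to 0.070 for *Sod3*, and −0.061 to 0.071 for *Txn2*. At P40 it was from −0.011 to 0.12 for *Nfe2l2*, −0.36 to 0.16 for *Ggt6*, and −0.18 to 0.099 for *Gpx7*, and with age in control eyes from −0.14 to 0.098 for *Ggt1*, −0.081 to 0.15 for *Gpx7*, and −0.11 to 0.21 for *Cat*. Of the 20 named genes past the threshold with age, 9 lost the call without P20 mouse 3 (*Abcc4*, *Gclc*, *Nfe2l2*, *Pgd*, *Slc7a11*, *Sod1*, *Srxn1*, *Txn2*, and *Txnrd1*). Each of these 9 also lost it without other single eyes. *Nfe2l2*, *Sod1*, and *Txn2* were higher with age. Without P20 mouse 3, their log2 fold changes hardly moved (0.455 to 0.460, 1.369 to 1.362, and 0.467 to 0.472). Genes with fewer than 10 counts in a library gave no value under the filter of at least 10 counts in every library.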

Differences from the paper's values

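The settings compared here were set before the data were examined, except the correction for transcript length and GC content, the transgene as a covariate, and the numbers at an unadjusted *P* value, which were chosen after the values had been seen. For *rd1* RPE at P20, the paper's number of differentially expressed genes was 2223, against 556 here. DESeq2 (1903 genes), limma voom (2553 genes), and the fit without mouse 4 (1999 genes) came within 1.5 times of the paper's number. The other alternatives did not, among them an adjusted *P* value under 0.1 (1025 genes), RLE normalization (554 genes), and the median of the 7 fits of 6 pairs (163 genes). At P40, the paper's number was 1640, against 762 here. DESeq2 (1459 genes) and limma voom (1323 genes) came within 1.5 times of it, and the other alternatives did not, among them the draws of 4 pairs (median 71.5 genes), one fit over all 32 eyes (987 genes), and an adjusted *P* value under 0.1 (995 genes). At an unadjusted *P* value under 0.05, there were 2964 genes at P20 and 2173 at P40, also within 1.5 times of the paper's numbers. The paper's methods name DESeq2 for this comparison, with a threshold that its text does not state. The number of *rd1* pairs at P40 was the paper's 4, against 9 labelled pairs here, and no alternative changes the number of labelled pairs. The methods also name 5 pairs of CD1 mice at P40, and the strain was taken from the labels.

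The paper describes *Gss* and γ-glutamyl transpeptidase as lower from P20 to P40 in untreated *rd1* RPE. The log2 fold changes were −0.32 for *Gss* and between −1.36 (*Ggt7*) and −0.03 (*Ggt1*) for the transpeptidases *Ggt1*, *Ggt5*, *Ggt6*, and *Ggt7*, and neither *Gss* nor any of the 4 passed the threshold under any setting run. With Nrf2, the paper describes the transpeptidase as increased at both ages, which here held for *Ggt5*. *Ggt1* passed the threshold only with limma voom at P20 (adjusted *P* = 0.0197, over alternatives from 0.0197 to 0.505), and *Ggt6* fell by 0.84 at P20 without passing it (adjusted *P* = 0.235).

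The paper describes glutathione reductase and glutathione peroxidase isozymes as higher both with Nrf2 and in untreated *rd1* tissue. The paper also states that *Gsr* was unchanged in untreated *rd1* RPE from P20 to P40, and here its log2 fold change with age in control eyes was −0.18 and did not pass the threshold under any setting. Among the peroxidases, *Gpx4* was past the threshold with Nrf2 at P20 and with age, and the others were not. At P20, *Gpx1* and *Gpx8* were called with DESeq2 (adjusted *P* = 0.00517 and 0.0296) and limma voom (0.0231 and 0.0492), over alternatives from 0.00517 to 0.251 and from 0.0296 to 0.356. At P40, where no peroxidase passed the threshold with edgeR, *Gpx1* was called with DESeq2 (0.0421), in one fit over all 32 eyes (0.0389), and with the correction for transcript length and GC content (0.0334), over alternatives from 0.0334 to 0.477. *Gpx4* was called at P40 with DESeq2 (0.00269), limma voom (0.0233), one fit over all 32 eyes (0.0252), and that correction (0.0483), over alternatives from 0.00269 to 0.195. With age, *Gpx1* was called without P40 mouse 1 (0.0385) and with the transgene as a covariate (0.0392), over alternatives from 0.0385 to 0.264.

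The paper gives SOD and thioredoxin among the pathways significantly raised by Nrf2. As lists, superoxide dismutases with catalase (camera, adjusted *P* = 0.0021 at P20 and 0.00393 at P40, and *P* = 0.0585 and 0.0221 with an estimated correlation) and thioredoxin with related genes (4.52e-05 and 2.15e-07, and 0.0318 and 0.00404) had higher medians at both ages, and *Txnrd1* was past the threshold at both. *Sod2* was past the threshold at both ages, and *Sod1* and *Sod3* were not. At P20, *Sod1* was called with DESeq2 (adjusted *P* = 0.0489), limma voom (0.00656), and without mouse 4 (0.0228), over alternatives from 0.00656 to 0.386. *Txn1* and *Txn2* passed the threshold with Nrf2 under no setting run. The paper reports glutathione metabolism as raised by Nrf2 and lowered in untreated RPE. The list of 43 genes used here in place of the GO term rose with Nrf2, and its median log2 fold change with age was 0.31. That change did not pass the threshold with an estimated correlation between genes (*P* = 0.178), and 18 of 100 splits of the same eyes gave as small a *P* value, so a rise with age is not established.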

Other observations

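Apart from the splits for Nrf2 at P20, for Nrf2 at P40, and for age in control eyes, and the simulations of shared control eyes, the tests in this part were chosen only after the results had been seen, and the simulations were used in a form changed after their first result was seen. With the labels of the eyes exchanged within mice in all 64 ways at P20, 2 assignments gave as many genes as the real one, itself included. The other exchanged the eyes of mouse 4 alone and gave 1695 genes, 62 assignments gave 0 genes, and the median number with an unadjusted *P* value under 0.05 was 413. At P40, 1 of 100 assignments drawn from the 256 possible gave as many genes, the real one, and the largest other number was 456. For age in control eyes, 2 of 100 splits of the 16 eyes, of 11440 possible, gave as many genes, the other with 3304. For age in Nrf2 eyes it was 1 of 100, with 0 genes in every other split and a median of 1005 genes at an unadjusted *P* value under 0.05. For the difference of the Nrf2 effect between the ages, 2 of 40 assignments gave as many genes, a share that is not under 0.05. The test of the glutathione list had as small a *P* value in 1 of 64 assignments with Nrf2 at P20, in 1 of 100 at P40, and in 18 of 100 splits with age, so its rise with age is not set apart from other splits of the same eyes.

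The 16 genes that Nrf2 and age changed in opposite directions come from comparisons that share control eyes. In 20 simulations without an effect of Nrf2 and 20 without one of age, at most 0 such genes were found. The design fixes this outcome, since a gene must pass the threshold in comparisons that were then left without calls (a median of 0 genes past it for Nrf2 in the former and for age in the latter), so shared control eyes cannot be told apart from a real opposition by it. The correlation that sharing alone gave between the effects of Nrf2 and of age was 0.22 and 0.27 at P20 in the 2 kinds of simulation, against 0.17 observed, and −0.20 and −0.22 at P40, against −0.18 observed. With different mice for the comparisons, it was −0.073 at P20 and 0.091 at P40.

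The list of *Gclc*, *Gclm*, *Gss*, *Slc7a11*, and *Gsr*, which the paper names, with *Ggt1*, chosen here, had a median log2 fold change of −0.33 with age in control eyes, and of −0.16 without the library labelled control of P20 mouse 3 (camera without adjustment, *P* = 0.113, against 0.0461 with all eyes). Leaving out each of the other 15 eyes left the median between −0.39 and −0.31, with *P* values from 0.0243 to 0.0806. RNA of the transgene in that library may therefore account for about as much of the decrease as the other libraries together, as a hypothesis drawn from these data.

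In control eyes, genes higher at P40 had shorter transcripts (median 1787 bases) than genes lower at P40 (4445 bases) and than all genes tested (3240 bases), and the log2 fold change correlated with length with a rank correlation of −0.34. After a correction for transcript length and GC content, which brought this correlation to 0.034, 982 of the 2483 genes were still past the threshold in the same direction (39.5%), and 439 others joined them. The trend is thereby excluded as the whole cause of the change with age, and it may account for the genes that were lost. Counts correlated with length by between 0.106 and 0.442 in the libraries at P20 and by between −0.437 and 0.337 at P40. At P40, the 2 eyes of mouse 2 lay far apart (0.307 in the Nrf2 eye and −0.437 in the control eye). Degradation of RNA, amplification, and the sequencing run could each give such a trend, and they were not tested.

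The other gene lists were tested with camera over the same family. With Nrf2 at P20 and P40, the median log2 fold changes were 2.01 (adjusted *P* = 4.03e-28) and 2.06 (5.83e-43) for 24 Nrf2 targets, 0.92 (0.0021) and 0.65 (0.00393) for superoxide dismutases and catalase, and −1.67 (0.000184) and −1.66 (6.51e-07) for rod genes. They were −0.21 (0.094) and −0.015 (0.924) for endothelial genes, 0.36 (0.481) and 0.56 (0.0188) for fibroblast genes, −0.31 (0.263) and 0.60 (0.172) for muscle genes, −0.76 (0.0173) and 0.41 (0.336) for blood genes, and −0.42 (0.991) and 0.039 (0.924) for genes of Müller glia. For melanocyte genes they were 0.21 (0.251) and −0.27 (0.486), for interferon response genes −0.48 (0.193) and 0.35 (0.0119), for genes of the sex chromosomes 0.033 (0.908) and −0.27 (0.172), and for genes of the inner retina −1.57 (0.00169) and −0.13 (0.46). With an estimated correlation between genes, the *P* value stayed under 0.05 for Nrf2 targets at both ages (0.0187 and 0.000603) and, at P40, for superoxide dismutases and catalase (0.0221), rod genes (0.0385), and fibroblast genes (0.0493). It was over 0.05 for the others named in this paragraph, so their changes are not established.

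With age in control eyes, cone genes rose (1.53, adjusted *P* = 0.00911, with 0 of the 8 past the threshold), and fibroblast genes (−1.01, 0.0127) and melanocyte genes (−0.83, 0.00911) fell. With an estimated correlation, the *P* values were 0.211, 0.13, and 0.0987, so none of these changes is established. The adjusted *P* value was over 0.05 for the other lists apart from that of glutathione, with 0.50 for rod genes, 0.52 for RPE genes, 0.33 for macrophage genes, −0.15 for Nrf2 targets, 0.15 for thioredoxin, 0.39 for superoxide dismutases and catalase, and −0.11 for the pentose phosphate pathway. It was −0.12 for endothelial genes, 0.93 for muscle genes, −0.58 for blood genes, −0.080 for genes of Müller glia, −0.41 for interferon response genes, 0.40 for genes of the sex chromosomes, and −0.36 for genes of the inner retina. In Nrf2 eyes, past the threshold with age were the glutathione list (0.51, adjusted *P* = 5.52e-05), muscle genes (1.82, 0.000514), melanocyte genes (−1.02, 2.51e-06), and fibroblast genes (−0.60, 0.0209). Of these, only the change of melanocyte genes had a *P* value under 0.05 with an estimated correlation (0.00523), against 0.111 for the glutathione list, 0.154 for muscle genes, and 0.11 for fibroblast genes.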
